# Integrated Analysis of miRNA and mRNA Expression Profiles Reveals Functional miRNA-Targets in Development Testes of Small Tail Han Sheep

**DOI:** 10.1534/g3.118.200947

**Published:** 2018-12-17

**Authors:** Man Bai, Limin Sun, Chao Jia, Jiarong Li, Yue Han, Hang Liu, Yang Chen, Huaizhi Jiang

**Keywords:** Small Tail Han Sheep, testis development, spermatogenesis, miRNAs, mRNAs

## Abstract

Small Tail Han Sheep is a highly valued local breed in China because of their precocity, perennial estrus, and high fecundity. The average annual lambing rate of ewes is as high as 180–270%, the semen of ram has characteristics of high yield, high density, and good motility. To reveal the key miRNAs and miRNA-targets underlying testis development and spermatogenesis in male Small Tail Han Sheep, integrated analysis of miRNA and mRNA expression profiles in 2-, 6-, and 12-month-old testes was performed by RNA-seq technology and bioinformatics methods. The results showed that total of 153 known sheep miRNAs and 2712 novel miRNAs were obtained in 2-,6 - and 12-month-old Small Tail Han Sheep testes; 5, 1, and 4 differentially expressed (DE) known sheep miRNAs, and 132, 105, and 24 DE novel miRNAs were identified in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes, respectively. We combined miRNA results of this study and the mRNA results obtained in our previous study to predict the target mRNAs of DE known sheep miRNAs; 131, 10, and 15 target mRNAs of DE known sheep miRNAs and 76, 1, and 11 DE miRNA–targets were identified in the three groups, respectively. GO and KEGG analyses showed that: in 2- *vs.* 6-month-olds, the target genes of DE known sheep miRNAs were involved in 100 biological processes and 11 signaling pathways; in 6- *vs.* 12-month-olds, the target genes of DE known sheep miRNAs were involved in 4 biological processes; and in 2- *vs.* 12-month-olds, the target genes of DE known sheep miRNAs were involved in 17 biological processes and 4 signaling pathways. Three miR–target regulatory networks were constructed based on these DE miRNA–targets. The key miRNA-Targets involved in testis development and spermatogenesis were screened. 6 known sheep miRNAs and 6 novel miRNAs were selected to validate the accuracy of miRNA sequencing data by qRT-PCR. The binding sites of oar-miR-379-5p with *WNT8A* was validated by a dual luciferase reporter gene detection system.

In recent years, the sheep industry has developed rapidly. Reproductive efficiency has a major impact on profitability. At present, improving the reproductive efficiency of sheep is an issue of great concern for farmers and herdsmen. Reproductive traits typically have low to medium heritability, the speed of genetic progress obtained by traditional breeding method is slow and the effect is not stable (Abdoli *et al.* 2016). This can be improved by molecular genetic marker and marker-assisted selection (Abdoli *et al.* 2013). Sheep reproductive traits are influenced by many factors, such as genetic background, age, season, environment, and nutrition (Cahill 1981; Makawi *et al.* 2007; Sezenler *et al.* 2011; Pickering *et al.* 2012; Canché *et al.* 2016). Reproductive traits are quantitative traits, which could be controlled by lots of minor genes or by some major genes (Drouilhet *et al.* 2010). Focusing on development of reproductive traits will have a long term effect on profitability in the sheep production (Pramod *et al.* 2013). A lot of researches have demonstrated that high fecundity of ewes is mainly related to some major fecundity genes, such as *BMP15*, *BMPR1B*, *GDF9*, *B4GALNT2*, *ESR1*, *FSHR*, *POU1F1*, *OLKUSKA* and *BELLE-ILE* (Liu *et al.* 2014; Abdoli *et al.* 2016). There is little research to select the molecular markers in ram. Small Tail Han Sheep is a highly valued local breed in China that has excellent breeding characteristics, such as large size, early sexual maturity, perennial estrus, and multiple births (Chu *et al.* 2011). The average annual lambing rate of ewes is as high as 180–270%, and the semen of ram has characteristics of high yield, high sperm density, and good sperm motility. Male Small Tail Han Sheep can be used as a good research subject. Sperm quality is closely related to testis tissue structure, testis development and spermatogenesis are obvious factors that affect male reproductive efficiency (Gong *et al.* 2013; Zhu *et al.* 2016). Therefore, understanding the molecular regulatory mechanisms and finding out the molecular marker underlying testis development and spermatogenesis in Small Tail Han Sheep will provide theoretical basis for improving male sheep reproductive efficiency.

With the wide application of molecular biology technology in animal genetics and breeding, it is possible to systematically clarify the molecular regulatory mechanisms underlying gene functions (Miao and Qin 2015). Gene regulation is at the core of all biological behaviors and phenotypes, which is a multi-mode spatial and temporal dynamic process and mainly regulated at transcriptional and post-transcriptional levels (Wang *et al.* 2016). Generally, transcriptome refers to the sum of all RNAs transcribed by an organism in a particular environment or physiological state, including mRNA and noncoding RNA (such as rRNA, tRNA, microRNA, siRNA, piRNA, circle RNA, and lncRNA). miRNAs are important noncoding RNAs that regulate gene expression and participate in many biological and metabolic processes, such as growth, development, reproduction, and disease, by specifically binding to 3′untranslated regions (UTRs) of mRNA to degrade a target gene or inhibit target gene translation (Ambros 2004; Ran *et al.* 2014). Increasing evidence has shown that miRNAs play key roles in testis development and spermatogenesis (Kotaja 2014; Pratt and Calcatera 2016). Testis development and spermatogenesis have obvious stage specificity, miRNA expression changes with testis development and spermatogenic cell development (Zhang *et al.* 2010; Lian *et al.* 2012; Wu *et al.* 2014; Kasimanickam and Kasimanickam 2015; Kasimanickam and Kasimanickam 2015; Tariq *et al.* 2016). To date, many miRNAs have been identified and studied in different species, such as humans, mice, pig, cattle and chicken (Yan *et al.* 2007; Zhang *et al.* 2010; Huang *et al.* 2011; Luo *et al.* 2015; Wang and Xu 2015; Wu *et al.* 2017b). However, miRNAs identification and molecular mechanism exploration has not been investigated in sheep testis as in other livestock species. Therefore, it is necessary to investigate miRNA and mRNA expression profiles to understand the molecular regulatory mechanism and identify the key miRNA-targets underlying testes development and spermatogenesis in Small Tail Han Sheep.

In our previous publication, histological structure and mRNA expression profiles of 2-, 6-, and 12-month-old Small Tail Han Sheep testes were investigated using hematoxylin–eosin staining and RNA-seq technology, respectively (Bai *et al.* 2017). In this study, we analyzed miRNA expression profiles in 2-, 6-, and 12-month-old Small Tail Han Sheep testes, integrated the miRNA expression profile in this study and the mRNA expression profile obtained in our previous study to construct miRNA–target regulatory networks, selected the key miRNAs and their target mRNAs involved in testis development and spermatogenesis in Small Tail Han Sheep. These results of our study can help to identify the molecular markers affecting reproductive efficiency of male Small Tail Han Sheep and provide theory evidence for further finding out the molecular markers affecting male sheep reproductive ability.

## MATERIALS AND METHODS

### Sample preparation

Two-, 6-, and 12-month-old male Small Tail Han Sheep from the nucleus herd bred by Songyuan Sheng Hua Animal Husbandry Co. Ltd (Jilin, China) were used for this experiment. Three different rams of each age were selected for sample collection. Left testis of each ram was collected by surgical operation and immediately frozen in liquid nitrogen. Intratesticular tissues were used for total RNA extraction. Samples were the same as those used in our previous study (Bai *et al.* 2017).

### miRNA library construction and sequencing

Total RNA was extracted from testis tissues using Trizol Reagent (Invitrogen, USA). RNA integrity number (RIN) and RNA quality were determined using Agilent Tapestation 2200 (Agilent, USA) and NanoDrop 2000 (Thermo Scientific, USA) instruments. RNA samples with RIN ≥6.0 were considered acceptable for miRNA library construction. The miRNA library of each sample was prepared using an Ion Total RNA-seq Kit v2 (Life Technologies, USA) following the manufacturer’s instructions. Briefly, 13-34nt RNAs were captured and enriched using magnetic beads with oligo (dt); subsequently, 13-34nt RNAs were fractionated into short fragments using RNase III and an Ion adaptor. The short RNA fragments were ligated with 3′ and 5′ adaptors. Then, the short mRNA fragments were reverse-transcribed and amplified to synthetize double-stranded cDNA. Emulsion PCR was performed using the miRNA cDNA library as the template. RNA-seq was conducted on an ABI Ion Proton instrument by NovelBio Bio-Pharm Technology Co. Ltd (Shanghai, China). Raw sequencing data were assessed by Fast-QC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) (Ramayo-Caldas *et al.* 2012).

### DE miRNA analysis

The raw sequencing reads were filtered, and the clean reads were mapped to miRBase 21.0 (http://www.mirbase.org/) to identify known sheep miRNAs (oar-miRNAs). Then, the remaining clean reads that were not mapped to sheep miRBase were mapped to sheep genome Oar3.1 to predict sheep novel miRNAs by miRDeep 2.0.0.8. The remaining clean reads that did not map to sheep genome Oar3.1 were mapped to human, rat, and mouse miRBase using the BWA algorithm to predict novel miRNAs. Only the mapped reads were used for miRNA expression analysis. miRNA expression levels were quantified by the reads per kilobase of transcript per million mapped reads (RPKM) method. The RPKM value was used to calculate expression, and the upper-quartile algorithm was used to correct expression to help produce accurate results for some miRNAs that occurred in low abundance. The DE miRNAs were identified by the EB-Seq algorithm (criteria:|log_2_^FoldChange^|>0.585; false discovery rate, FDR < 0.05); FDR was calculated to correct the P-value (Wright and Simon 2003).

### Venn, Series-cluster and hierarchical clustering analysis of DE miRNAs

Venn analysis was performed to visualize the DE mRNA and miRNA changes by stage using Microsoft Excel 2016. Series-cluster analysis was performed to identify the expression profiles of miRNAs using the STEM program (http://www.cs.cmu.edu/∼jernst/st/). The DE miRNAs in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes were categorized into 8 expression profiles. Hierarchical cluster analysis was performed with Cluster 3.0 and Tree View 1.6 programs (http://rana.lbl.gov/eisen).

### Target prediction of DE miRNAs and integrative analysis

The TargetScan and miRanda algorithms were used to predict putative target mRNAs of DE miRNAs. The putative target mRNAs of DE miRNAs were crossed with DE mRNAs in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes, respectively, which were obtained in our previous study (Bai *et al.* 2017). Negative correlation analysis was performed to determine the relation of DE miRNAs and mRNAs. Pearson correlation coefficients were used to determine whether the expression levels of each particular miRNA and its target mRNAs were negatively correlated (correlation < 0, *P* < 0.05, FDR < 0.05). If a miRNA and its target mRNA were negatively correlated, the mRNA was identified as a candidate target of miRNA.

### Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses

The GO database (http://geneontology.org/) was used to analyze the main functions of candidate target mRNAs. Biological process (BP) terms were annotated for candidate target mRNAs. Similarly, the KEGG database (http://www.genome.jp/kegg/) was used to analyze the pathways in which the candidate target mRNAs are involved. Fisher’s exact and χ^2^ tests were used to classify the significant GO terms and pathways of DE mRNAs (*P* < 0.05), and FDR was calculated to correct the P-value (Wang *et al.* 2014). All of the candidate target mRNAs were analyzed using the GO and KEGG pathway databases.

### miRNA–target regulatory network construction

To identify all possible miRNA–mRNA interactions, miRNA–target regulatory networks were built with Cytoscape 2.8.3. The expression values for DE miRNAs and their candidate target mRNAs were imported into Cytoscape to generate and visualize functional networks.

### RNA-seq data validation

Six known sheep miRNAs and 6 novel mRNAs were randomly selected and analyzed to validate RNA-seq data using qRT-PCR. Synthesized cDNA was used as the template for qRT-PCR. qRT-PCR amplification for miRNAs was performed using the miRcute Plus miRNA qPCR Detection Kit (FP411, TIANGEN BIOTECH, China). The 20-µl reaction system contained 10µl 2×miRcute Plus miRNA Premix, 0.4 µl universal reverse primer (200nM) provided by the kit, 0.4 µl miRNA sequence-specific forward primer (200nM), 2µl cDNA, and 7.2 µl ddH_2_O. The reaction conditions were 95° for 15 min, and 40 cycles of 94° for 20s, 60° for 34s; the reaction was completed with a melting curve analysis according to the manufacturer’s instructions. qRT-PCR was performed on a Bio-Rad CFX96 system (Bio-Rad, USA). All qRT-PCRs were completed with a melting curve analysis. The 2^−ΔΔCt^ method and internal control gene U6 was used to calculate miRNA expression levels. Specific primers were designed and synthesized by Sangon Biotech (Shanghai, China); primer information is shown in Table 1.

**Table 1:** qRT-PCR primer information

Name	Forward primer (5′ to 3′)	Reverse primer (5′ to 3′)
hsa-miR-3529-5p	ACGAGGTAGACTGGGATTTGTTGT T	Universal reverse*
hsa-miR-6820-3p	TGTGACTTCTCCCCTGCCACAG	Universal reverse*
hsa-miR-3615	CTCTCGGCTCCTCGCGGC	Universal reverse*
mmu-miR-1957b	CGCGTGGAATGTAACTCAGTGGTA T	Universal reverse*
mmu-miR-182-3p	CGGTGGTTCTA ACTTGCCAA CT	Universal reverse*
mmu-miR-1929-3p	CAGCTCATGGAGACCTAGGTGG	Universal reverse*
oar-miR-379-5p	CTGGTAGACTATGGAACGTAGGC	Universal reverse*
oar-miR-665-3p	CCAGTAGGCCGAGGCCCC	Universal reverse*
oar-miR-200b	ACGCTAATACTGCCTGGTAATGATG	Universal reverse*
oar-miR-409-5p	CGAATGTTGCTCGGTGAACCCC	Universal reverse*
oar-miR-495-3p	AGCGAAACAAACATGGTGCACTTCTT	Universal reverse*
oar-miR-200c	CGTAATACTGCCGGGTAATGATGG	Universal reverse*
U6	CGAGGATGTGAAGACACCAAGAC	Universal reverse*

* Universal reverse was provided by manufacture (miRcute Plus miRNA qPCR Detection Kit, TIANGEN BIOTECH, China).

### Cell culture

HEK-293T cells were resuscitated and cultured in DMEM containing 10% fetal bovine serum, 1.5 mM L-glutamine, 100U/ml penicillin, and 100μg/ml streptomycin in a 5% CO_2_ saturated humidity incubator at 37°. Adherent cells were passaged daily with 0.05% trypsin–EDTA.

### Plasmid vector construction and transfection

The sequence fragment of *WNT8A*-3′UTR that binds to oar-miR-379-5p (wild-type), *WNT8A*-3′UTR with an oar-miR-379-5p binding site mutation (mutant-type), and positive control (miRNA inhibitor) were designed by Target Scan 7.1 and RNA22 v2.0, and synthesized by total gene synthesis. Sequence information of wild- and mutant-type target gene fragments and the miRNA inhibitor fragment are shown in Table 2. 

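The sheep miRBase sequence of oar-miR-379-5p in the deposited miRNA table is TGGTAGACTATGGAACGTAGGC, 22 nt long. Its seed, positions 2 to 8 counted from the 5′ end, is GGTAGAC. The reverse complement of the seed, GTCTACC, was found in the 68-nt wild-type sense fragment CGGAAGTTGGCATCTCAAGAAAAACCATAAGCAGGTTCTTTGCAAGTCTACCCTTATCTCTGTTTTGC at positions 46 to 52, counted from 1 at the fragment's 5′ end. The mutant sense fragment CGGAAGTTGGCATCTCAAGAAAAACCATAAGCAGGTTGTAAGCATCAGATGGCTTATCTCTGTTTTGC did not contain this match. The fragments differed at 11 positions, with the wild-type base given first: C38G, T40A, T41A, A45T, G46C, T47A, C48G, T49A, A50T, C51G and C52G. Of these substitutions, 7 lay inside the seed match. Coordinates of the fragment in the sheep genome were not analysed here.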

The pmirGLO Dual-Luciferase miRNA Target Expression Vector was used to confirm the putative binding site of *WNT8A*-3′UTR with oar-miR-379-5p. pmirGLO was digested by restriction endonuclease *Sac*I and *Xho*I. pmirGLO and target gene fragments were ligated by T4 DNA ligase. 293T cells were washed and incubated with 4ml serum-free medium for 24h. The miRNA (or miRNA inhibitor) was mixed with 250µl serum-free medium and 1.6µg recombinant vector, and Lipofectamine 2000 transfection reagent (Life Technologies, USA) was mixed with 250µl serum-free medium. Then, the 2 mixtures were combined and incubated for 25min at room temperature. The Lipofectamine 2000–miRNA mixture was added to the cells and incubated at 37° for 5h. Subsequently, 500µL DMEM containing 10% fetal bovine serum was added to the cells and incubated in 5% CO_2_ at 37°. The cells were collected after culturing for 24h and 48h. Then, 7 experimental groups were set up: *WNT8A*-WT+mimics NC, *WNT8A*-WT+oar-miR-379-5p, *WNT8A*-MUT+mimics NC, *WNT8A*-MUT+oar-miR-379-5p, PC+mimics NC, PC+ oar-miR-379-5p, and a blank group. There were 3 replicates of each group.

**Table 2:** Sequence information of wild- and mutant-type target gene fragments and positive control fragments

Gene name	Sequence information (5′-3′)
WNT8A-WT	Sense: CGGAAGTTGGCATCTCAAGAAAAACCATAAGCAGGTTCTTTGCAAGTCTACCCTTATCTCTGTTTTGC
	Antisense: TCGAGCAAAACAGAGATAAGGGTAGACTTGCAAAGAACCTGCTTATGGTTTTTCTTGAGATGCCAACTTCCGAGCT
WNT8A-MUT	Sense: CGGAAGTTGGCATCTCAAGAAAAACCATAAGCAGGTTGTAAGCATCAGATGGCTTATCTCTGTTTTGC
	Antisense: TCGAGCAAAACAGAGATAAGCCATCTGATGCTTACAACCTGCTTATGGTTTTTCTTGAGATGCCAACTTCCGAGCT
PC (oar-miR-379-5p inhibitor)	Sense: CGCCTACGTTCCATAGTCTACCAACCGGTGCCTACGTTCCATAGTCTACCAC
	Antisense: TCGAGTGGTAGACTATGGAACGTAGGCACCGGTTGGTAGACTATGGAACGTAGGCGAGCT

### Dual luciferase reporter detection

Luciferase and *Renilla* activities were measured using a Dual-Luciferase Reporter Assay Kit (Promega Corporation, USA) after transfection for 24h and 48h, respectively.

### Statistical analysis

The data were analyzed using SPSS 18.0, and all results were presented as means ± SD. The significance of differences between groups were assessed by ANOVA. Differences were considered statistically significant when *P* < 0.05.

### Data availability

The sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo), accession number: GSE107803. All data supporting the results of this article are contained within the article and its Supplemental Materials. Table S1, miRNA Sequence Quality Control. Table S2, read mapping summary of known sheep miRNA. Table S3, the DE novel miRNAs and DE sheep known miRNAs in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes. Table S4, the union of DE miRNA in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes. Table S5, predicted target mRNAs of DE known sheep miRNAs. Table S6, DE miRNA-Targets. Table S7, GO-analysis of candidate target mRNAs in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes. Table S8, pathway analysis of candidate target mRNAs in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes. Table S9, GO and pathway terms that WNT8A involved in related to testis development and spermatogenesis. Supplemental figure 1, Hierarchical clustering of DE mRNAs and DE miRNAs in testis samples. Supplemental material available at Figshare: https://doi.org/10.6084/m9.figshare.7473047.

## RESULTS

### RNA-seq data summary

The miRNA sequence quality control results are shown in Supplementary Table S1. A total of 11.3, 9.6, 16.4, 9.2, 5.7, 6.7, 8.7, 9.3, and 23.8 million high-quality clean reads of miRNAs were obtained from 2- (A1, A2, A3), 6- (B1, B2, B3), and 12-month-old (C1, C2, C3) testes, respectively. 

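The miRNA libraries came from the left testes of 3 rams at each of 2, 6 and 12 months of age, with 1 library per ram, and the authors deposited the number of reads counted on each mature miRNA without normalization. According to the methods of the paper, clean reads were mapped to sheep miRBase, the unmapped reads to the sheep genome with miRDeep, and the remaining reads to human, rat and mouse miRBase with BWA. The RPKM and upper-quartile steps of the paper are not part of the deposited counts. The table listed 7146 mature miRNAs. Of these, 153 were known sheep miRNAs, 2712 were predicted from the sheep genome and 4281 carried the name of a human, mouse or rat miRNA. The listed miRNAs held 6599 unique mature sequences, and 970 shared their sequence with another listed miRNA, so their counts are uncertain where reads were split between copies.

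The total miRNA counts were 575449, 2356020 and 1944556 in the 2-month-old rams, 604545, 720396 and 295282 in the 6-month-old rams, and 1400436, 454517 and 5710499 in the 12-month-old rams. These totals, and not the clean reads, are the depth behind the values given here. They made up between 4.41% and 24.5% of the clean reads stated by the paper. The smallest level that the depth can show, taken as 3 counts, was 10.2 CPM (counts scaled for library size) in the shallowest library and 0.525 CPM in the deepest. Such limits cover counting error only, because amplified reads without molecular identifiers are not independent molecules.

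Counts were scaled by edgeR's upper-quartile method and tested with edgeR's quasi-likelihood test, with all 9 libraries in the same model. After edgeR's filter on low counts by age, 969 miRNAs were tested, of which 112 were known sheep miRNAs. A miRNA was called DE when its Benjamini-Hochberg adjusted p-value over all tested miRNAs was under 0.05 and its log2 fold change exceeded 0.585 in either direction, which are the thresholds of the paper. All log2 fold changes give the older age relative to the younger. The filter on low counts and the choice of test could change the numbers most.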

For each sample, 1.8–11.5% of miRNA reads were mapped to sheep miRbase (Table S2). 

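In the deposited counts, the share of clean reads assigned to known sheep miRNAs was 1.86% (95% Wilson confidence interval 1.85 to 1.87), 11.1% (11.1 to 11.1) and 5.07% (5.06 to 5.09) in the 2-month-old rams, replicates 1 to 3. It was 2.71% (2.70 to 2.72), 5.32% (5.30 to 5.33) and 1.68% (1.67 to 1.69) in the 6-month-old rams, and 7.31% (7.29 to 7.32), 1.93% (1.92 to 1.94) and 10.7% (10.7 to 10.7) in the 12-month-old rams. The clean reads used for these shares are those stated by the paper, in rounded form. The intervals cover counting error alone, take the reads as independent and leave out this rounding, so they are too narrow. The shares of the 2-, 6- and 12-month-old rams overlapped. Between 135 and 152 of the known sheep miRNAs had at least 1 count in a library.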

Because of the limited information contained in sheep miRBase, the miRNA mapping rate was low.

### DE miRNAs and hierarchical clustering analysis

In our previous publication, we obtained 630, 322, and 102 DE mRNAs in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes, respectively; in total, there were 955 DE mRNAs (Bai *et al.* 2017). 

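The mRNA libraries were made from the testes of the same 9 rams, and the authors deposited the number of reads counted on each gene without normalization. The text of the paper does not name the aligner, counter or normalization used for the mRNA reads. It also gives no test or thresholds for its DE mRNAs, which come from the authors' earlier publication. Of the 23144 genes in the table, the 19233 of gene type mRNA were used. Their total counts ranged from 9644091 to 10313116 in the 2-month-old rams (median 9929323), from 9759212 to 10937143 in the 6-month-old rams (median 10370785) and from 8657609 to 10777478 in the 12-month-old rams (median 9681022). Counts were scaled by edgeR's TMM method and tested as for the miRNAs, with the same thresholds, on the 14921 mRNAs that passed the filter.

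No mRNA passed both thresholds in any comparison, that is 0 in 2- *vs.* 6-, 0 in 6- *vs.* 12- and 0 in 2- *vs.* 12-month-old testes. The smallest adjusted p-values of edgeR's quasi-likelihood test were 0.566, 0.710 and 0.998. At an unadjusted p-value under 0.05 there were 608, 1025 and 399 mRNAs, or 4.07%, 6.87% and 2.67% of those tested. With the replicate number as a block, 0 mRNAs passed in each comparison. Rams with the same replicate number are different animals, and the deviations of their libraries from the age means had mean correlations of -0.257, 0.141 and -0.014 in the 3 comparisons. The paper names the EB-Seq algorithm for its DE miRNAs. The count of mRNAs moved most with the EB-Seq model, written out again in R because the package was not used here. It called 472, 160 and 33 mRNAs. In mRNA counts simulated with the fitted spread and 200 changed mRNAs, 78.1% of its calls were false. That share depends on how many mRNAs were set to change, and the number is not known for the real data. In the same simulation edgeR recovered 0% of the mRNAs with a log2 change of 2, so its count of 0 does not rule out changes of this size.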

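Of the 112 known sheep miRNAs tested, none passed both thresholds of edgeR's quasi-likelihood test, giving 0 between 2 and 6 months, 0 between 6 and 12 months and 0 between 2 and 12 months. At an unadjusted p-value under 0.05 there were 1, 5 and 12. Among the 857 other miRNAs tested, the number past both thresholds was also 0 in each comparison, with 62, 92 and 35 at an unadjusted p-value under 0.05. The smallest adjusted p-values over all tested miRNAs were 0.738, 0.390 and 0.774. With the replicate number as a block, 0 miRNAs passed in each comparison, and the deviations of same-numbered libraries from their age means had mean correlations of -0.067, -0.315 and -0.156. The EB-Seq model called 2, 3 and 0 known sheep miRNAs and 53, 115 and 14 other miRNAs, and edgeR without the filter on low counts called 1, 4 and 4 known sheep miRNAs and 5, 37 and 37 other miRNAs.

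In 2- *vs.* 6-month-old testes, oar-miR-379-5p had 711 ± 327 CPM (SD, n = 3) at 2 months and 491 ± 92.6 CPM at 6 months, a log2 fold change of -0.53 (standard error 0.469, adjusted p = 0.738 from edgeR's quasi-likelihood test). The log2 fold changes of oar-miR-409-3p, oar-miR-409-5p, oar-miR-495-3p and oar-miR-665-3p were -0.87, -0.53, -0.57 and -0.83, each smaller than 2 standard errors (0.485, 0.363, 0.466 and 0.648). With each ram left out in turn these ranged from -1.26 to -0.65, -0.91 to -0.20, -0.98 to -0.26 and -1.27 to -0.47. The log2 fold change of oar-miR-379-5p then ranged from -0.95 to -0.21. For oar-miR-200c the log2 fold change was 3.33 with a standard error of 2.26. In 6- *vs.* 12-month-old testes, oar-miR-23b had 11163 ± 1370 CPM and 21285 ± 9412 CPM, a log2 fold change of 0.93 (standard error 0.365, adjusted p = 0.473), and every 12-month-old ram lay above every 6-month-old ram. Its log2 fold change ranged from 0.50 to 1.16 with each ram left out in turn, and was lowest without 12-month replicate 1.

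In 2- *vs.* 12-month-old testes, the log2 fold changes of oar-miR-200a, oar-miR-200b and oar-miR-200c were 6.36, 6.83 and 6.32, with adjusted p-values from edgeR's quasi-likelihood test of 0.916, 0.910 and 1.00. Their CPM in the 12-month-old rams were 34280, 83.7 and 57.1 for oar-miR-200a, 10218, 48.5 and 17.5 for oar-miR-200b, and 7006, 22 and 4.36 for oar-miR-200c, so that the rise rested on replicate 1. Without that ram the log2 fold changes were -1.0, 0.03 and -1.44. The log2 fold change of oar-miR-758-3p was -0.51 with a standard error of 0.320.

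**Figure D1:**
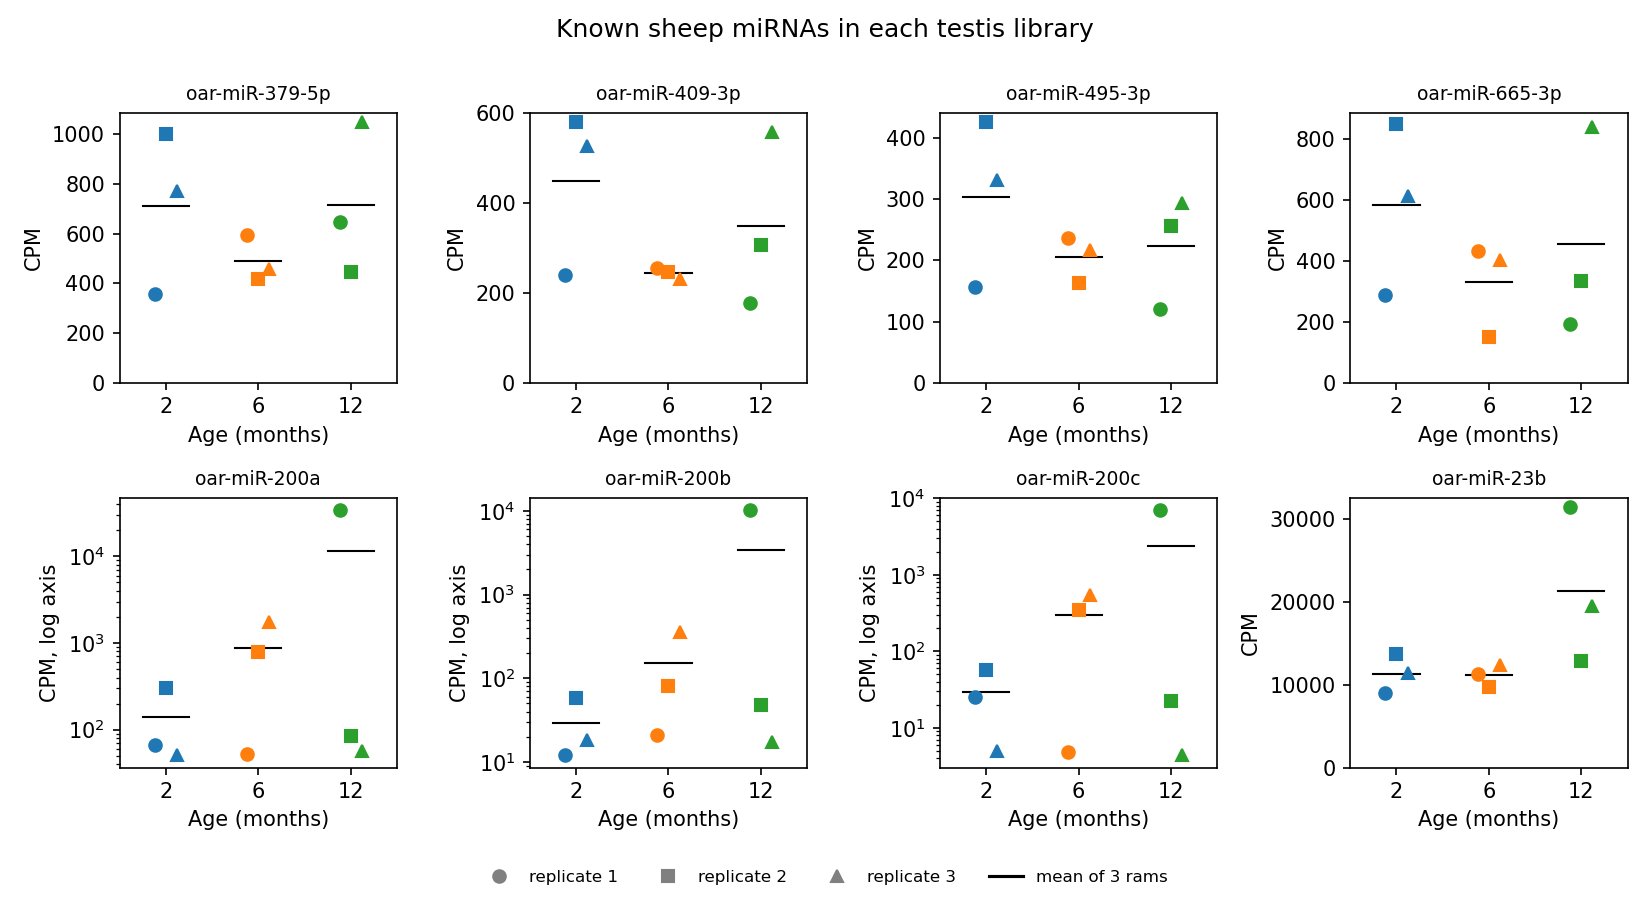
CPM of 8 known sheep miRNAs in each testis library at 2, 6 and 12 months, with a marker per ram and a line at the mean of the 3 rams. The axes of the miR-200 family are on a log scale, and their highest values, such as 34280 CPM for oar-miR-200a, belong to 12-month replicate 1.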

In this study, we obtained 5, 1, and 4 DE known sheep miRNAs, and 132,105, and 24 DE novel miRNAs in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes, respectively (Table S3). 

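Over the 3 comparisons together, 0 of the 969 tested miRNAs passed both thresholds of edgeR's quasi-likelihood test in at least 1 comparison, while 148 had an unadjusted p-value under 0.05 in at least 1. With DESeq2's Wald test the union held 9 miRNAs, none of them a known sheep miRNA, but 4 of the 112 known sheep miRNAs, oar-miR-200a and oar-miR-200b among them, had no p-value in DESeq2 and could not be called. The union held 50 miRNAs in edgeR when no filter on low counts was applied, and 141 under the EB-Seq model.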

In total, 211 DE miRNAs were identified in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes, as shown in Supplementary Table S4.

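The overlap of the comparisons is empty for edgeR's calls, which were 0 for both mRNAs and miRNAs against 1651 mRNAs and 148 miRNAs at an unadjusted p-value under 0.05 in at least 1 comparison. It was therefore counted for the calls of the EB-Seq model, a choice made after edgeR's counts were seen. Of its 645 mRNAs, 456 were called only in 2- *vs.* 6-, 143 only in 6- *vs.* 12- and 26 only in 2- *vs.* 12-month-old testes. The comparisons that include 6 months shared 13 mRNAs, those that include 2 months 3, and those that include 12 months 4. Of its 141 miRNAs, 15, 72 and 8 were called in only 1 comparison, 40 were shared by the comparisons of 6 months with the other ages, and 6 by the comparisons of 12 months with the other ages. No mRNA or miRNA was called in all 3 comparisons.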

In Venn analysis, DE mRNA and miRNA changes can be visualized by stage (Figure 1 a b). In series-cluster analysis, we categorized the 955 DE mRNAs and 211 DE miRNAs into 8 possible expression profiles to observe the overall expression tendencies (Figure 1c d). 

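Because edgeR called no feature, the 8 profiles were filled with the 645 mRNAs and 141 miRNAs called by the EB-Seq model, a choice made after edgeR's counts were seen. Each was assigned to the profile with which its mean log2 CPM over the 3 ages correlated most. The STEM program was not used here. Profile 5, a rise from 2 to 6 months followed by a fall at 12 months, held 293 mRNAs and 64 miRNAs. For mRNAs it was followed by profile 6 with 134, in which the rise at 6 months was kept at 12 months, and for miRNAs by profile 2 with 48, a fall at 6 months followed by a return. When the median of the 3 rams replaced the mean, profile 5 held 64 mRNAs and profile 6 held 352, so the order of these profiles for mRNAs depended on how the rams were averaged. The miRNAs in profile 5 then numbered 43. From the Venn and series-cluster analyses the paper describes how expression changed over the stages (Figure 1).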

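Similarity between libraries was computed as the Pearson correlation of log2 CPM over all features past the filter, since features chosen for an age difference would favour grouping by age. It is a correlation across genes, which are not independent replicates. In the mRNA data, the most similar library belonged to a ram of the same age for 1 of the 9 libraries, and in the miRNA data also for 1 of 9. In both cases this was 6-month replicate 2. With only the features called by the EB-Seq model, which were chosen for an age difference, the numbers were 5 and 3. The mRNA library of 12-month replicate 3 had a correlation of 0.971 with 2-month replicate 2 and of 0.685 with 12-month replicate 2. The mRNA library of 2-month replicate 1 had a correlation of 0.671 with 2-month replicate 2, of 0.967 with 12-month replicate 2 and of 0.975 with 6-month replicate 3, the library most similar to it. The miRNA libraries gave 0.969, 0.854, 0.824, 0.944 and 0.937 for the same pairs.

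**Figure D2:**
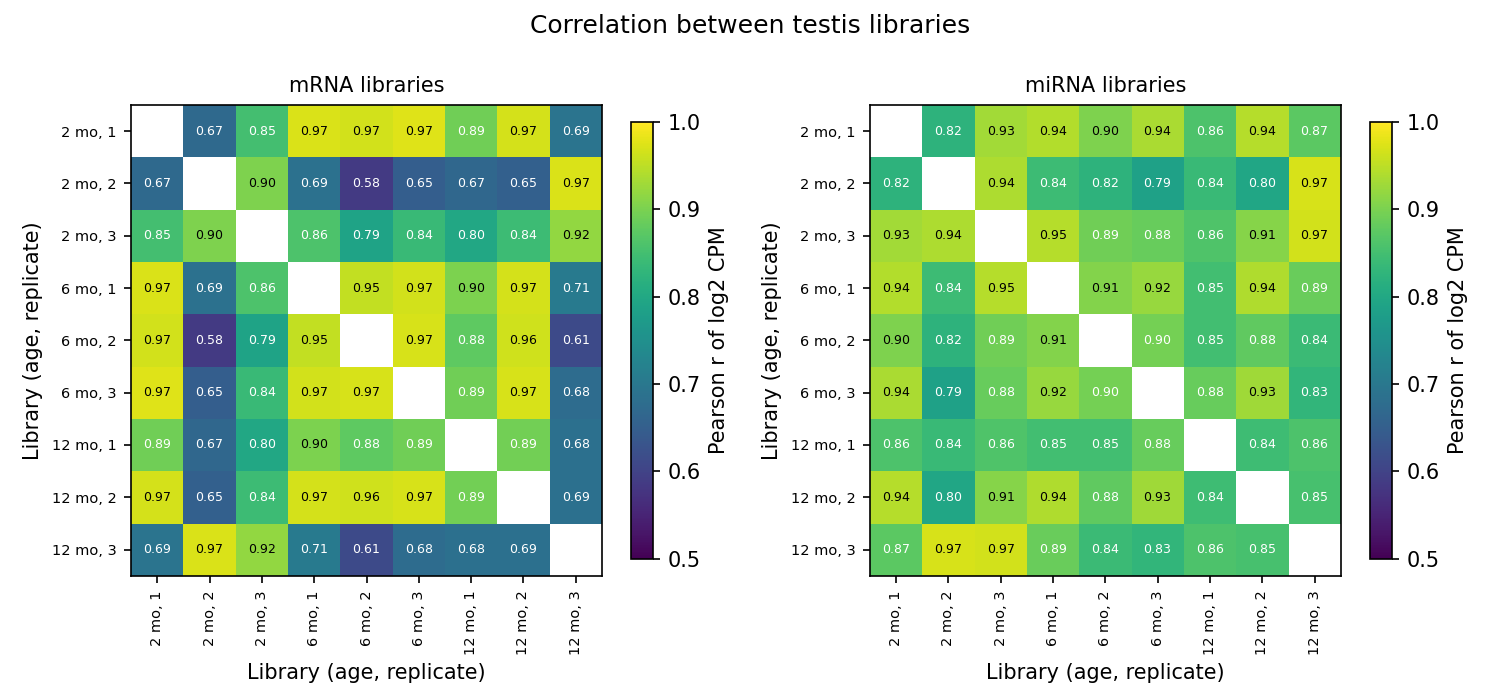
Pearson correlation of log2 CPM between every pair of the 9 testis libraries, for mRNAs and miRNAs, with age in months and replicate on both axes and the correlation in colour and digits. In the mRNA data, 12-month replicate 3 has a correlation of 0.971 with 2-month replicate 2, and 2-month replicate 1 has a correlation of 0.975 with 6-month replicate 3.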

Subsequently, based on these DE mRNAs and DE miRNAs, heat maps were generated by hierarchical clustering analysis (Supplemental figure 1 a b).

**Figure 1:**
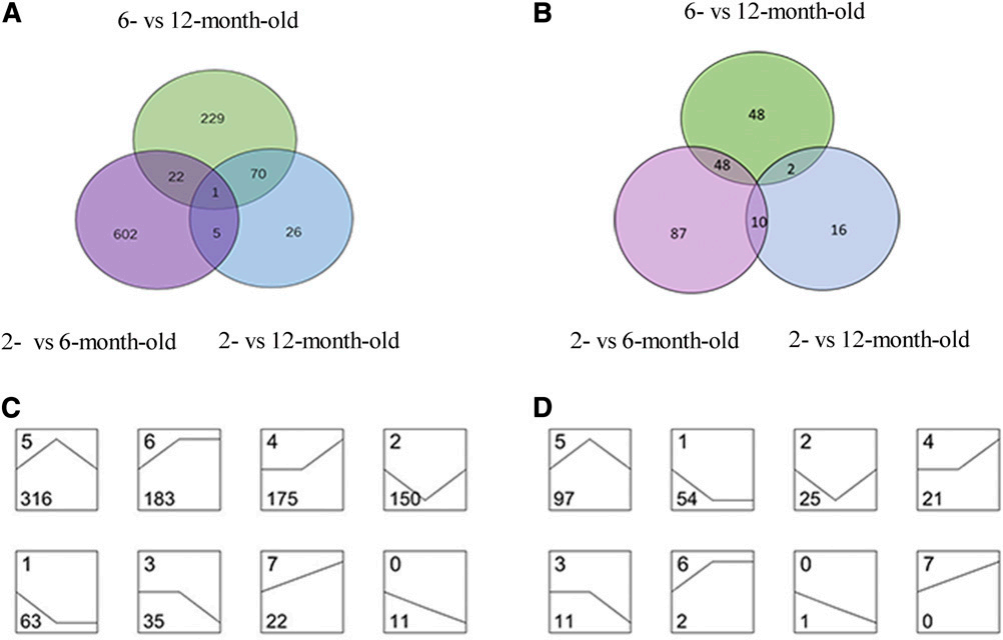
Venn and series-cluster analyses of DE mRNAs and DE miRNAs in 2-, 6-, and 12-month-old testes. a. Venn diagram of DE mRNAs in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes. b. Venn diagram of DE miRNAs in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes. c. Eight profiles of DE mRNAs in 2-, 6-, and 12-month-old testes. d. Eight profiles of DE miRNAs in 2-, 6-, and 12-month-old testes. Profile number is shown at the top left corner of each square. Number of DE mRNAs or miRNAs grouped in each profile is shown at the bottom left corner of each square. Profiles are ordered based on the number of mRNAs or miRNAs assigned.

### Target prediction of DE miRNAs and integrative analysis

In total, 131, 10, and 15 predicted target mRNAs of DE known sheep miRNAs were obtained from 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes, as shown in Table S5. Combined with DE mRNAs, the predicted target mRNAs and DE mRNAs were crossed, and significantly DE target mRNAs were retained. In total, 76, 1, and 11 candidate target mRNAs of DE known sheep miRNAs were identified in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes, respectively (Table S6). 

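The target predictions of TargetScan and miRanda were not repeated. The mRNAs legible in Figure 4 of the paper, 53 between 2 and 6 months, 1 between 6 and 12 months and 9 between 2 and 12 months, were looked up in the deposited counts. None of these 63 mRNAs passed both thresholds of edgeR's quasi-likelihood test, where the smallest adjusted p-value was 0.566, and 19 had an unadjusted p-value under 0.05. The EB-Seq model called 41, 0 and 5 of them. All 63 changed in the direction drawn in the figure, and for 59 the rams of the younger and older age did not overlap, or 93.7%, where chance gives 10% for 3 rams against 3. The paper selected these mRNAs as DE from the same rams, so this share shows no stability. There were 4 mRNAs below the filter on low counts, whose direction was taken from the mean CPM.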

For some DE miRNAs, only one target mRNA was identified, however, most of DE miRNAs can target several mRNAs. In addition, several miRNAs can target one mRNA. 

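In 2- *vs.* 6-month-old testes, 14 mRNAs drawn with oar-miR-379-5p were legible in Figure 4. Their log2 fold changes ranged from 0.85 to 2.97, and in all 14 every 6-month-old ram lay above every 2-month-old ram. None passed edgeR's thresholds, 4 had an unadjusted p-value under 0.05, and the EB-Seq model called 11. GRIK5, a glutamate receptor subunit gene, had 13.8 ± 8.84 CPM (SD, n = 3) at 2 months and 41.4 ± 13.3 CPM (SD, n = 3) at 6 months. Its log2 fold change was 1.58 (standard error 0.793, adjusted p = 0.566 from edgeR's quasi-likelihood test), and the 6-month-old rams all lay above the 2-month-old rams (exact permutation test, two-sided, p = 0.1, the smallest that 3 rams against 3 allow).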

For example, oar-miR-379-5p targeted 16 different mRNAs; however, GRIK5 is targeted by 2 miRNAs (oar-miR-409-3p and oar-miR-665-3p).

### Candidate target mRNA GO analysis

The GO analysis results are shown in Table S7. In 2- *vs.* 6-month-old testes, the candidate target mRNAs were significantly enriched in 100 BP terms, such as apoptotic process, meiosis I, regulation of acrosome reaction, protein phosphorylation, and epithelial cell maturation; the top 15 BP terms are shown in Figure 2 a: peptidyl-serine phosphorylation, positive regulation of neuron apoptotic process, ionotropic glutamate receptor signaling pathway, epithelial tube morphogenesis, regionalization, pteridine-containing compound metabolic process, regulation of epithelial cell differentiation involved in kidney development, mammary gland development, regulation of transcription involved in anterior/posterior axis specification, polarity specification of proximal/distal axis, canonical WNT signaling pathway involved in neural crest cell differentiation, regulation of renal sodium excretion, positive regulation of apoptotic process by virus, iron ion import, and establishment of organ orientation. In 6- *vs.* 12-month-old testes, the candidate target mRNAs were significantly enriched in 4 BP terms, as shown in Figure 2 b: multicellular organism reproduction, binding of sperm to zona pellucida, single fertilization, and proteolysis. In 2- *vs.* 12-month-old sheep testes, the candidate target mRNAs were significantly enriched in 17 BP terms, such as adenosine metabolic process, nucleotide metabolic process, purine nucleobase metabolic process, cellular response to oxidative stress, and RNA processing; the top 15 BP terms are shown in Figure 2 c: positive regulation of adenosine receptor signaling pathway, negative regulation of caveolin-mediated endocytosis, thiamine metabolic process, negative regulation of pinocytosis, adenosine metabolic process, positive regulation of cell projection organization, regulation of clathrin-mediated endocytosis, regulation of Cdc42 GTPase activity, skeletal muscle fiber development, regulation of sensory perception of pain, nucleotide metabolic process, purine nucleobase metabolic process, regulation of GTPase activity, cellular response to oxidative stress, and regulation of Rho protein signal transduction.

**Figure 2:**
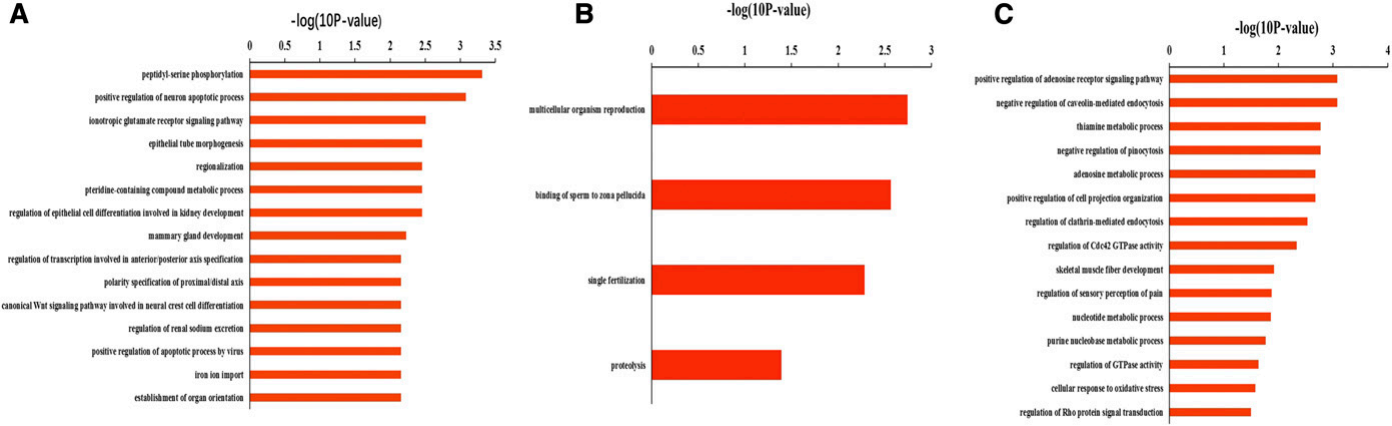
Top 15 BP terms of candidate target mRNAs. a. Two- *vs.* 6-month-old testes; b. 6- *vs.* 12-month-old testes; c. 2- *vs.* 12-month-old testes; *P* < 0.05.

### Candidate target mRNA pathway analysis

The results of pathway analysis are shown in Table S8 and Figure 4. In 2- *vs.* 6-month-old testes, the candidate target mRNAs were significantly involved in 11 pathways, which are shown in Figure 3 a: Hedgehog signaling pathway, vasopressin-regulated water reabsorption, WNT signaling pathway, cocaine addiction, microRNAs in cancer, gastric acid secretion, insulin secretion, melanogenesis, smooth muscle contraction, platelet activation, and glutamatergic synapse. 

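The mRNA drawn for 6- *vs.* 12-month-old testes in Figure 4 is LOC101112445. It had 103 ± 25.1 CPM (SD, n = 3) at 6 months and 40.5 ± 26.6 CPM (SD, n = 3) at 12 months. The log2 fold change was -1.35 (standard error 0.919, adjusted p = 0.723 from edgeR's quasi-likelihood test). Every 12-month-old ram lay below every 6-month-old ram, and with each ram left out in turn the log2 fold change stayed between -1.71 and -0.90.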

In 6- *vs.* 12-month-old testes, there was only one candidate target mRNA of DE known sheep miRNAs that was not enriched in any signaling pathway. In 2- *vs.* 12-month-old testes, the candidate target mRNAs were significantly involved in 4 pathways, as shown in Figure 3 b: riboflavin metabolism, glutathione metabolism, thyroid hormone synthesis, and arachidonic acid metabolism.

**Figure 3:**
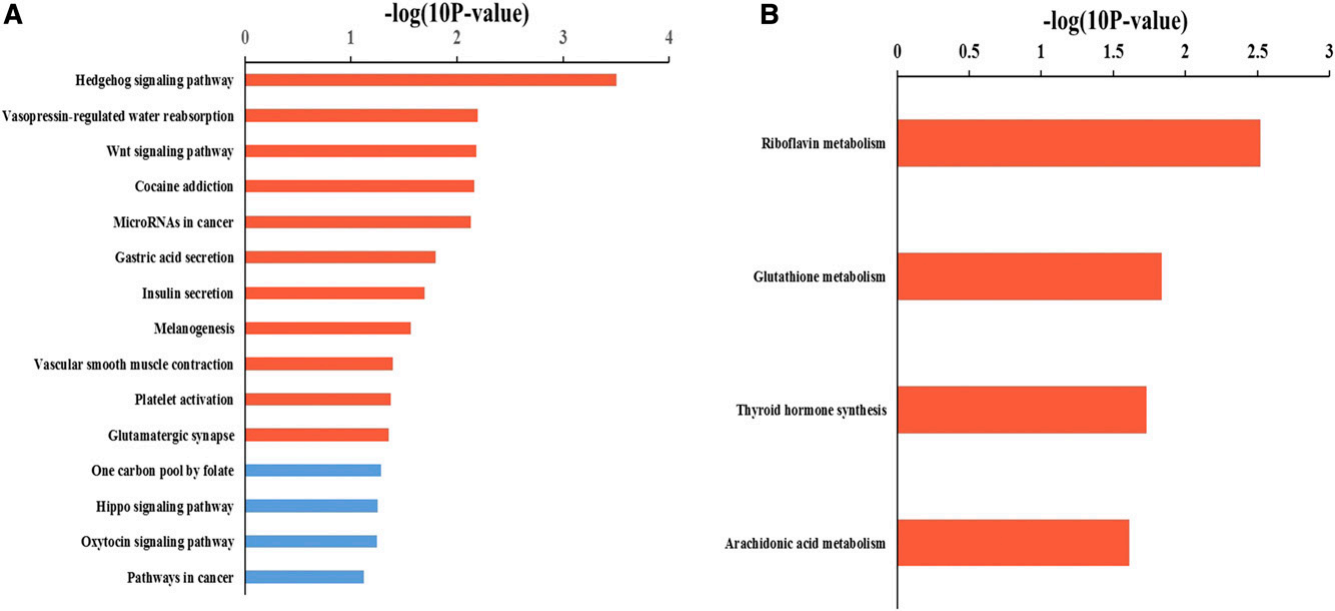
Top 15 pathways of candidate target mRNAs. a. Two- *vs.* 6-month-old testes; b. 2- *vs.* 12-month-old testes; red terms represent *P* < 0.05.

### miRNA–target regulatory networks

miRNA–target regulatory networks in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes were generated as shown in Figure 4. miRNA–target regulatory networks contained networks of downregulated miRNAs with upregulated mRNAs and networks of upregulated miRNAs with downregulated mRNAs in different testis development stages. 

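Of the miRNA and mRNA pairs drawn in Figure 4, 72 were legible, 60 for 2- *vs.* 6-, 1 for 6- *vs.* 12- and 11 for 2- *vs.* 12-month-old testes. In all 72 the miRNA and the mRNA changed in the directions of the figure. The number was 66 without 12-month replicate 1 and 72 with each of the other rams left out. The paper used Pearson coefficients with thresholds on P and FDR. Here Pearson's r of log2 CPM over the 9 rams was taken with a two-sided exact permutation test over all pairings of the rams, a test and scale that the paper does not name. The correlation was below 0 for 68 pairs, and 48 of them had a Benjamini-Hochberg adjusted p-value under 0.05 over the 72 pairs (49 unadjusted). With Spearman's rho, 65 pairs were below 0, of which 0 passed after adjustment and 27 before it. The paper kept these pairs for a negative correlation and took their mRNAs and miRNAs as DE in the same rams, so neither the directions nor the negative correlations show stability.

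Without the 2 rams farthest from the median of the miRNA, 64 pairs were below 0, and 0 passed after adjustment and 22 before it. Leaving out the most extreme rams narrows the range of the miRNA and so lowers a correlation by itself, and other sets of 2 rams were not left out for comparison. With a single ram left out, 2 pairs passed without 2-month replicate 2, 21 without 12-month replicate 3 and between 35 and 46 without each of the other rams, so the adjusted count depends on single rams. When the age means were subtracted, 62 pairs were below 0, with 0 passing after adjustment and 31 before it. In each assay the most similar library was of the same age for 1 of the 9 libraries. No correlation of a single pair over the 9 rams is therefore given, and the relation among similar libraries alone was not tested. Where a predicted target that was DE correlated negatively with its miRNA, the paper takes the mRNA as a candidate target.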

In 2- *vs.* 6-month-old testes, 4 downregulated miRNAs with 60 upregulated mRNAs and 1 upregulated miRNA with 8 downregulated mRNAs were identified (Figure 4 a); in 6- *vs.* 12-month-old testes, 1 upregulated miRNA with 1 downregulated mRNA was identified (Figure 4 b); and in 2- *vs.* 12-month-old testes, 3 upregulated miRNAs with 3 downregulated mRNAs and 1 downregulated miRNA with 5 upregulated mRNAs were identified (Figure 4 c).

**Figure 4:**
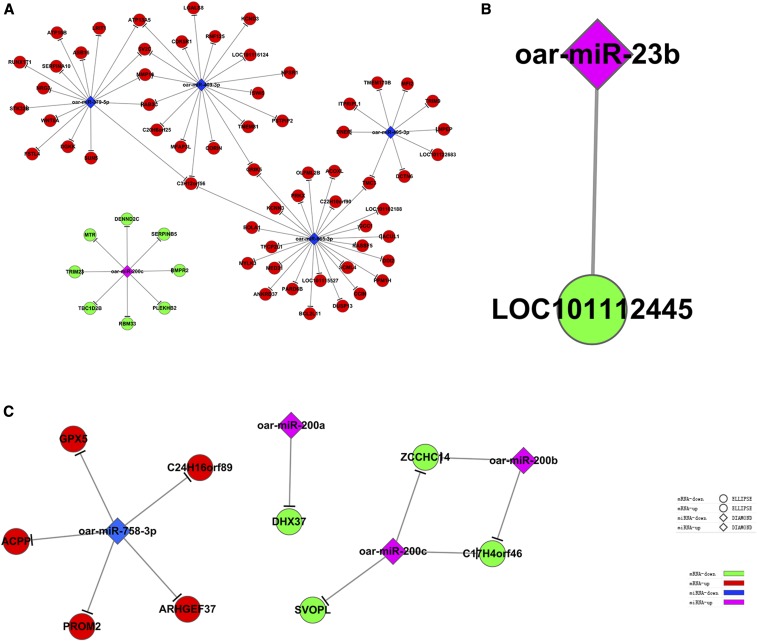
miRNA-Target regulatory networks in 2- *vs.* 6-, 6- *vs.* 12-, and 2- *vs.* 12-month-old testes. a. Two- *vs.* 6-month-old testes; b. 6- *vs.* 12-month-old testes; c. 2- *vs.* 12-month-old testes.

### RNA-seq data validation

Six known sheep miRNAs (oar-miR-379-5p, oar-miR-665-3p, oar-miR-409-5p, oar-miR-495-3p, oar-miR-200b, and oar-miR-200c) and six novel miRNAs (hsa-miR-3529-5p, hsa-miR-6820-3p, hsa-miR-3615, mmu-miR-1957b, mmu-miR-182-3p, and mmu-miR-1929-3p) were randomly selected to validate RNA-seq data. qRT-PCR was performed to detect DE miRNA expression. The qRT-PCR results consistent with RNA-seq data (Figure 5 a b).

**Figure 5:**
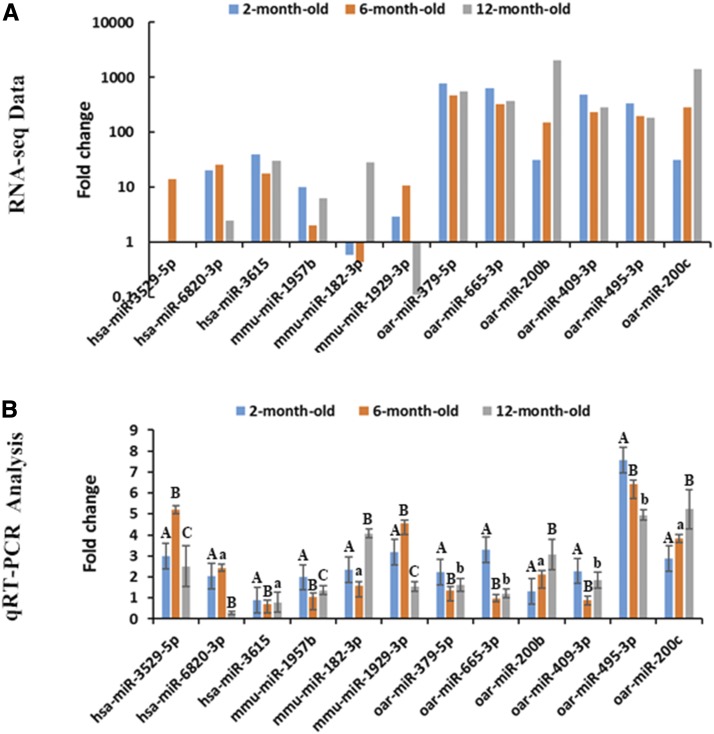
qRT-PCR validation of RNA-seq data for miRNAs. a. RNA-seq data. Values were calculated and normalized by EB-Seq algorithm if the fold changes were >1.5 and FDR < 0.05. b. RT-PCR analysis of 6 novel miRNAs and 6 known miRNAs. The fold change in each time point was relative to 2 months. The expression values were calculated by the 2^−ΔΔCt^ method. Different capital letters represent extremely significant differences (*P* < 0.01); different letters indicate significant differences (*P* < 0.05), whereas the same letters indicate no significant differences (*P* > 0.05).

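The deposited counts of the 12 selected miRNAs were compared per ram. For oar-miR-200b, mean CPM was 29.5 ± 25.1 (SD, n = 3), 154 ± 180 and 3428 ± 5880 at 2, 6 and 12 months, with the last mean carried by replicate 1. For hsa-miR-3615 the means were 35.1 ± 4.00, 18.0 ± 10.8 and 39.8 ± 7.83 CPM, and every 6-month-old ram lay below every ram of the other ages. For hsa-miR-6820-3p they were 18.5 ± 7.10, 27.2 ± 10.2 and 3.42 ± 2.03 CPM, and the 12-month-old rams all lay below the others. Its log2 fold change in 6- *vs.* 12-month-old testes was -3.01 (standard error 0.621, adjusted p = 0.390 from edgeR's quasi-likelihood test). These values rest on few counts, 14, 4 and 8 of hsa-miR-3615 at 6 months and 5, 1 and 11 of hsa-miR-6820-3p at 12 months. The 1 count in 12-month replicate 2 is below the 3 counts taken as the smallest level that the depth can show.

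A further 4 did not pass the filter on low counts. The miRNA hsa-miR-3529-5p had 32 counts in 6-month replicate 2 and 0 in the other libraries, so it was not detectable elsewhere at this depth. In 12-month replicate 1, mmu-miR-182-3p had 118 counts, and it had at most 5 in any other library. For mmu-miR-1929-3p the highest count was 14, in 6-month replicate 2. The 6-month-old rams each had 1 count of mmu-miR-1957b, and its CPM was 8.90 ± 2.55 at 2 months and 8.74 ± 4.15 at 12 months.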

### oar-miR-379-5p targets WNT8A

According to GO and pathway analysis, 78 target mRNAs of 10 DE known sheep miRNAs in 3 groups were further studied to identify the testis development- and spermatogenesis-related biological processes and signaling pathways in which these target mRNAs were involved. It was found that *WNT8A* was closely related to tissue development processes, such as multicellular organismal development, cell morphogenesis, and cell fate commitment, and signaling pathways such as WNT, melanogenesis, and Hedgehog signaling pathways; the GO and pathway terms associated with *WNT8A* are shown in Table S9. Thus, oar-miR-379-5p and *WNT8A* were selected to verify their targeted regulatory relationship. 

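WNT8A, which encodes a secreted WNT ligand, had low counts in every library. There were 16, 1 and 0 counts in the 2-month-old rams, 21, 22 and 28 in the 6-month-old rams, and 8, 25 and 0 in the 12-month-old rams. In CPM this was 0.590 ± 0.954 (SD, n = 3), 2.63 ± 0.544 and 1.23 ± 1.36. The log2 fold change in 2- *vs.* 6-month-old testes was 2.19 (standard error 1.49, adjusted p = 0.566 from edgeR's quasi-likelihood test), and it ranged from 1.58 to 5.62 with each ram left out in turn. Only the EB-Seq model called it, with a posterior probability of equal expression of 0.00564. The CPM of oar-miR-379-5p was 357, 1002 and 773 in the 2-month-old rams, 595, 419 and 458 in the 6-month-old rams, and 645, 445 and 1050 in the 12-month-old rams. The lowest value of the miRNA therefore belonged to a 2-month-old ram, replicate 1, and the highest to a 12-month-old ram, replicate 3. The mean log2 CPM of spermatid marker genes was 8.64 in the first of these, against 2.12 and 4.59 in the other 2-month-old rams. In the second it was 2.09, against 8.73 and 8.87 in the other 12-month-old rams. WNT8A was also highest at 2 months and lowest at 12 months in these rams. The order by age cannot be read apart from this difference.

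**Figure D3:**
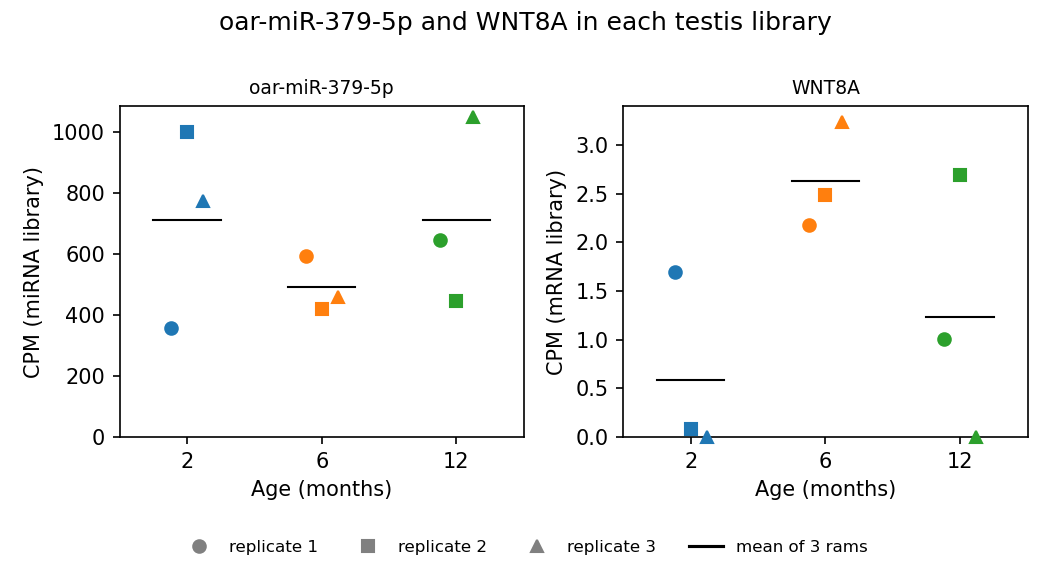
CPM of oar-miR-379-5p in the miRNA libraries and of WNT8A in the mRNA libraries at 2, 6 and 12 months, with a marker per ram and a line at the mean of 3 rams. WNT8A lies between 2.17 and 3.23 CPM in the 6-month-old rams and reaches 2.69 CPM in the 12-month-old rams.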

The binding site of *WNT8A*-3′UTR with oar-miR-379-5p is shown in Figure 6 a. pmirGLO plasmid vector and its working principle are shown in Figure 6 b c. Luciferase assays were performed to confirm the potential binding between oar-miR-379-5p and *WNT8A* to further validate the interaction of miRNA–mRNA. The luciferase activity of the *WNT8A* receptor decreased 74.2% and 61.8% upon co-transfection with oar-miR-379-5p mimics (*P* < 0.05) compared with co-transfection with negative control mimics at 24h and 48h, respectively (Figure 6 d e), which indicated that oar-miR-379-5p can directly target *WNT8A*-3′UTR.

**Figure 6:**
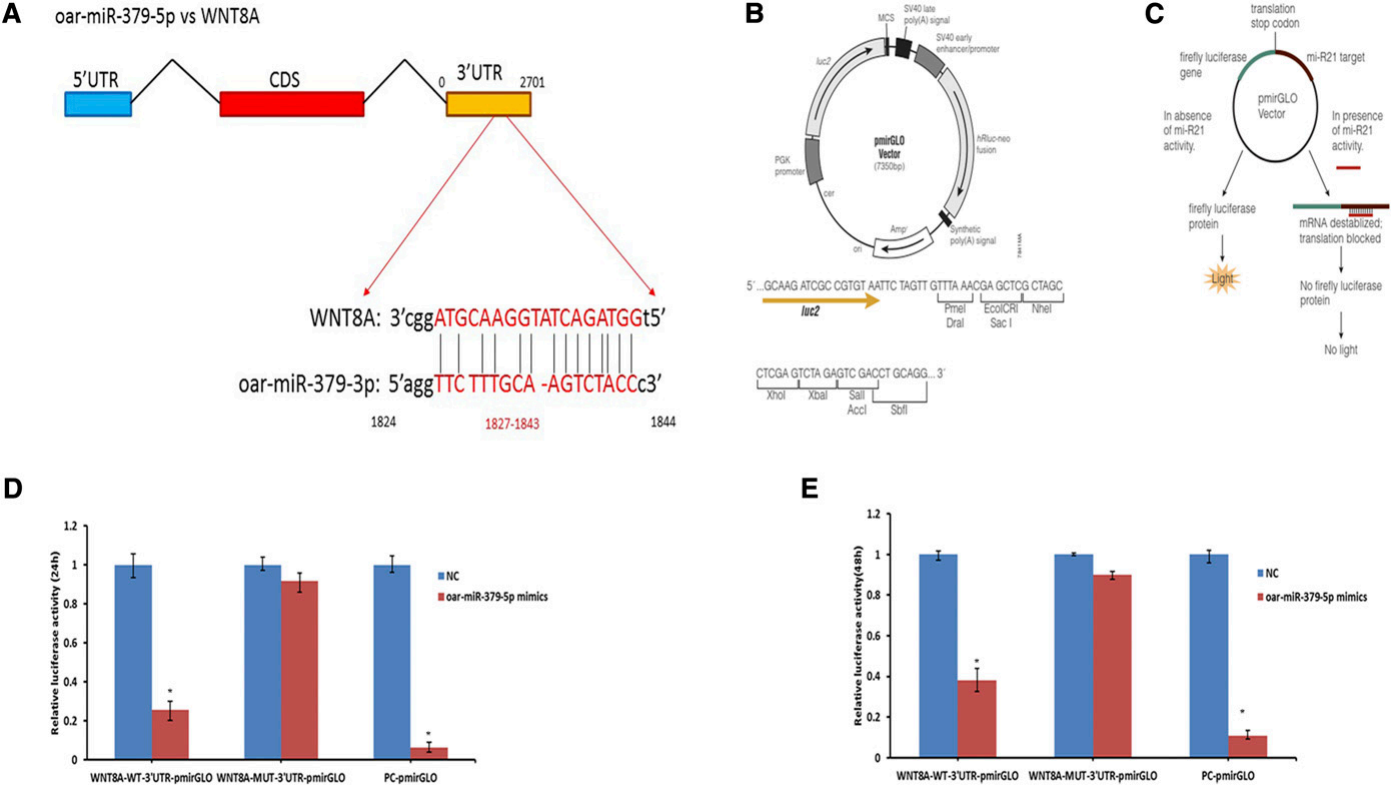
Detection of interactions between oar-miR-379-5p and *WNT8A* by dual luciferase reporter system. a. Binding site sequence of miRNA and target gene *WNT8A*. b. Structure of pmirGLO plasmid vector. c. Working principle of pmirGLO plasmid vector. The dual luciferase reporter gene was inserted the 3′UTR sequence of the target gene, which can bind with miRNA into the downstream of the luciferase gene in pmirGLO plasmid vector, the translation of luciferase from firefly will be inhibited and the luciferase activity will eventually decrease when endogenous miRNA or introduced exogenous miRNA are combined with the inserted 3′UTR sequence. d. Relative luciferase activity after transfecting oar-mir-3799-5p and *WNT8A* recombinant plasmid for 24h. e. Relative luciferase activity after transfecting oar-mir-3799-5p and *WNT8A* recombinant plasmid for 48h.

## DISCUSSION

Sheep reproductive efficiency is important for livestock husbandry; testis development and spermatogenesis are key factors influencing male sheep reproductive efficiency, many functional genes regulate testis development and spermatogenesis (Gong *et al.* 2013; Ding *et al.* 2016). The aim of this study was to identify the key miRNAs and functional miRNA-targets in developing testis of Small Tail Han Sheep using integrated analysis of miRNA and mRNA expression profiles. The analysis will help us understanding the molecular regulating mechanism in testis development and reveal the molecular markers related to reproductive efficiency of male Small Tail Han Sheep.

In this study, 2-, 6-, and 12-month-old corresponding to infant, adolescent and adult stages in male Small Tail Han Sheep presenting the dynamic process of testis development. Only 5, 1, and 4 DE known sheep miRNAs were identified in 2- *vs.* 6-, 6-vs 12-, and 2-vs 12-month-old testes, respectively, which is because of the limited information in sheep miRBase. Novel miRNAs were predicted from sheep genome, human, rat, and mouse miRBase; therefore, more DE novel miRNAs were identified than DE known sheep miRNAs. DE novel miRNAs can help to enrich our knowledge about the key miRNAs involved in sheep testis development and provide new references for the sheep miRBase. The DE known sheep miRNAs were reported in previous studies, miR-409-3p, miR-665-3p, miR-379-5p, miR-495-3p, miR-23b, and miR-758-3p are all involved in cell proliferation, differentiation, migration, and apoptosis (Weng *et al.* 2012; Dong *et al.* 2016; Chen *et al.* 2017a; Chen *et al.* 2017b; Jiang *et al.* 2017; Xie *et al.* 2017). Based on our results, we can infer that oar-miR-409-3p, oar-miR-665-3p, oar-miR-379-5p, oar-miR-495-3p, oar-miR-23b, and oar-miR-758-3p may play key roles in growth, proliferation, and apoptosis of testis cells. oar-miR-200a, oar-miR-200b, and oar-miR-200c belong to the miR-200 family, which plays a key role in epithelial–mesenchymal transition (Mongroo and Rustgi 2010; Pan *et al.* 2017). It can be conferred that oar-miR-200a, miR-200b, and miR-200c may be associated with seminiferous epithelium development. Currently, these miRNAs are mainly investigated in the context of invasion and migration of cancer, the specific functions of these miRNAs in sheep testes need to be further explored and validated.

GO and KEGG pathway analyses can help elucidate the functions and pathways that candidate target genes involved in. As our results shown: in 2- *vs.* 6-month-old testes, most of the GO terms were related to spermatogenesis (such as apoptotic process, meiosis I, and acrosome reaction), and most of the pathways were related to tissue development (such as Hedgehog and WNT signaling pathways); in 6- *vs.* 12-month-old testes, GO terms were related to male reproductive processes (multicellular organism reproduction, binding of sperm to zona pellucida, single fertilization, and proteolysis). In 2- *vs.* 12-month-old sheep testes, most GO terms and pathways were related to testis metabolic and biosynthesis processes.

Integrative analysis of miRNA and mRNA expression profiles can help elucidate molecular regulatory mechanisms (Miao and Qin 2015). This study is the first attempt to identify key miRNA–targets by integrated analysis of miRNA and mRNA expression profiles in Small Tail Han Sheep testes. Regulatory networks of DE known sheep miRNAs and their target mRNAs can help us more precisely identify the functions of these miRNAs in testis development and spermatogenesis in sheep. In this study, 3 miRNA–target networks were constructed and several miRNA–targets were identified. According to GO and pathway analysis, *WNT8A* (the target of oar-miR-379-5p) was determined to be involved in biological processes such as multicellular organismal development, endoderm development, and palate development, and signaling pathways such as the WNT, Hedgehog, and Hippo signaling pathways. It was previously reported that miR-379 is a key miRNA that inhibits proliferation, invasion, and migration of tumor cells, and plays an important role in tumor occurrence and development; miR-379 can also inhibit proliferation, invasion, and migration of vascular smooth muscle cells by targeting *IGF-1* and regulate breast and liver cancer processes by inhibiting the expression of *Cyclin B1* and *IGF-1R* (Khan *et al.* 2013; Li *et al.* 2017a). Studies have shown that miR-379-5p expression was significantly downregulated in cancer tissues, such as liver, bladder, and breast cancer tissues, and closely related to tumor stage; moreover, miR-379-5p can also inhibit the transformation and metastasis of endothelium to mesenchymal cells in liver cancer (Chen *et al.* 2016; Wu *et al.* 2017a). To date, miR-379 has been widely studied in human cancer, and its research on reproductive organ development has not been reported yet. *WNT8A* is a member of the WNT ligand family, which participates in the WNT, Hedgehog, and Hippo signaling pathway. Most studies reported that *WNT8A* gene plays a vital role on embryonic development and early organ formation (Narayanan 2012; Vendrell *et al.* 2013; Wylie *et al.* 2014; Hino *et al.* 2018). It is reported that the WNT pathway is involved in the major events during testis development, including primordial germ cell specification, proliferation and migration, testis determination, spermatogenesis, and somatic cell regulation (Dong *et al.* 2015). It was also reported that the WNT signaling pathway is involved in male reproductive organ development (Sun and Wang 2003), the Hedgehog signaling pathway is involved in testicular cord and spermatogonial stem cell development (Sahin *et al.* 2014; Li *et al.* 2017b), the Hippo signaling pathway is involved in regulating growth, proliferation, and apoptosis of cells, and regulating proliferation and maintenance of stem cells to control organ size (Pan 2007; Zhang *et al.* 2008). Therefore, it can be inferred that oar-miR-379-5p may be involved in Small Tail Han Sheep testis development and spermatogenesis by downregulated *WNT8A*, which involved in these pathways.

Currently, the dual luciferase reporter gene method is the most convenient method for verifying the relationship between miRNAs and their target mRNAs. The results demonstrated that oar-miR-379-5p can decrease *WNT8A* expression by targeting *WNT8A*-3′UTR. It is the first time to verify that *WNT8A* is the target gene of oar-miR-379-5p. However, the hypothesis that oar-miR-379-5p is involved in testicular development and spermatogenesis by targeting *WNT8A* needs to be further studied and verified. The results of this study will provide theory evidence for identifying the molecular markers in Small Tail Han Sheep testis development and further finding out the molecular markers affecting male sheep reproductive ability.

## CONCLUSION

This study is the first integrative analysis of miRNA and mRNA expression profiles in Small Tail Han Sheep testis development. We identified the key miRNAs and miRNA–targets in 2- *vs.* 6-, 6-vs 12-, and 2-vs 12-month-old testes, which will provide theoretical basis for elucidating the molecular regulatory mechanisms underlying sheep testis development and identifying the biomarkers that affect reproductive efficiency of male Small Tail Han Sheep. Our study is the first to reveal that *WNT8A* was targeted by oar-miR-379-5p. We present a hypothesis that oar-miR-379-5p is involved in sheep testis development and spermatogenesis by targeting *WNT8A* and we will further investigate and verify this hypothesis.

## References

[bib1] AbdoliR.ZamaniP.DeljouA.RezvanH., 2013 Association of BMPR-1B and GDF9 genes polymorphisms and secondary protein structure changes with reproduction traits in Mehraban ewes. Gene 524: 296–303. 10.1016/j.gene.2013.03.13323583795

[bib2] AbdoliR.ZamaniP.MirhoseiniS. Z.GhaviH. N.NadriS., 2016 A review on prolificacy genes in sheep. Reprod. Domest. Anim. 51: 631–637. 10.1111/rda.1273327491513

[bib3] AmbrosV., 2004 The functions of animal microRNAs. Nature 431: 350–355. 10.1038/nature0287115372042

[bib4] BaiM.SunL.ZhaoJ.XiangL.ChengX., 2017 Histological analysis and identification of spermatogenesis-related genes in 2-, 6-, and 12-month-old sheep testes. Naturwissenschaften 104: 84 10.1007/s00114-017-1505-128948304

[bib5] CahillL. P., 1981 Folliculogenesis in the sheep as influenced by breed, season and oestrous cycle. J. Reprod. Fertil. Suppl. 30: 135–142.6820051

[bib6] CanchéJ. E. T.MonforteJ. G. M.CorreaJ. C. S., 2016 Environmental effects on productive and reproductive performance of Pelibuey ewes in Southeastern México. J. Appl. Anim. Res. 44: 508–512. 10.1080/09712119.2015.1102730

[bib7] ChenJ. S.LiH. S.HuangJ. Q.DongS. H.HuangZ. J., 2016 MicroRNA-379–5p inhibits tumor invasion and metastasis by targeting FAK/AKT signaling in hepatocellular carcinoma. Cancer Lett. 375: 73–83. 10.1016/j.canlet.2016.02.04326944318

[bib8] ChenM.ShiJ.ZhangW.HuangL.LinX., 2017a MiR-23b controls TGF-β1 induced airway smooth muscle cell proliferation via direct targeting of Smad3. Pulm. Pharmacol. Ther. 42: 33–42. 10.1016/j.pupt.2017.01.00128062322

[bib9] ChenY.LuoD.TianW.LiZ.ZhangX., 2017b Demethylation of miR-495 inhibits cell proliferation, migration and promotes apoptosis by targeting STAT-3 in breast cancer. Oncol. Rep. 37: 3581–3589. 10.3892/or.2017.562128498478

[bib10] ChuM.JiaL.ZhangY.JinM.ChenH., 2011 Polymorphisms of coding region of BMPR - IB gene and their relationship with litter size in sheep. Mol. Biol. Rep. 38: 4071–4076. 10.1007/s11033-010-0526-z21110108

[bib11] DingH.LuoY.LiuM.HuangJ.XuD., 2016 Histological and transcriptome analyses of testes from Duroc and Meishan boars. Sci. Rep. 6: 20758 10.1038/srep2075826865000PMC4749976

[bib12] DongC.DuQ.WangZ.WangY.WuS., 2016 MicroRNA-665 suppressed the invasion and metastasis of osteosarcoma by directly inhibiting RAB23. Am. J. Transl. Res. 8: 4975.27904698PMC5126340

[bib13] DongW. L.TanF. Q.YangW. X., 2015 Wnt signaling in testis development: Unnecessary or essential? Gene 565: 155–165. 10.1016/j.gene.2015.04.06625921962

[bib14] DrouilhetL.LecerfF.BodinL.FabreS.MulsantP., 2010 Fine mapping of the FecL locus influencing prolificacy in Lacaune sheep. Anim. Genet. 40: 804–812. 10.1111/j.1365-2052.2009.01919.x19466934

[bib15] GongW.PanL.LinQ.ZhouY.XinC., 2013 Transcriptome profiling of the developing postnatal mouse testis using next-generation sequencing. Science China 56: 1–12. 10.1007/s11427-012-4411-y23269550

[bib16] HinoH.NakanishiA.SekiR.AokiT.YamahaE., 2018 Roles of maternal wnt8a transcripts in axis formation in zebrafish. Dev. Biol. 434: 96–107. 10.1016/j.ydbio.2017.11.01629208373

[bib17] HuangJ.JuZ.LiQ.HouQ.WangC., 2011 Solexa sequencing of novel and differentially expressed microRNAs in testicular and ovarian tissues in Holstein cattle. Int. J. Biol. Sci. 7: 1016–1026. 10.7150/ijbs.7.101621912509PMC3164151

[bib18] JiangD.ChoW.LiZ.XuX.QuY., 2017 MiR-758–3p suppresses proliferation, migration and invasion of hepatocellular carcinoma cells via targeting MDM2 and mTOR. Biomedicine & pharmacotherapy = Biomedecine & pharmacotherapie 96: 535. 10.1016/j.biopha.2017.10.00429032337

[bib19] KasimanickamV. R.KasimanickamR. K., 2015 Differential expression of microRNAs in sexually immature and mature canine testes. Theriogenology 83: 394–398.e1. 10.1016/j.theriogenology.2014.10.00325459426

[bib20] KhanS.BroughamC. L.RyanJ.SahrudinA.O’NeillG., 2013 miR-379 regulates Cyclin B1 expression and is decreased in breast cancer. PLoS One 8: e68753 10.1371/journal.pone.006875323874748PMC3707961

[bib21] KotajaN., 2014 MicroRNAs and spermatogenesis. Fertil. Steril. 101: 1552–1562. 10.1016/j.fertnstert.2014.04.02524882619

[bib22] LiK.WangY.ZhangA.LiuB.JiaL., 2017a miR-379 Inhibits Cell Proliferation, Invasion, and Migration of Vascular Smooth Muscle Cells by Targeting Insulin-Like Factor-1. Yonsei Med. J. 58: 234–240. 10.3349/ymj.2017.58.1.23427873518PMC5122642

[bib23] Li, S., M. Wang, Y. Chen, W. Wang, J. Wu *et al.*, 2017b Role of the Hedgehog Signaling Pathway in Regulating the Behavior of Germline Stem Cells. Stem Cells International, 2017, (2017–8-13) 2017: 1–9.10.1155/2017/5714608PMC557261628883837

[bib24] LianC.SunB.NiuS.YangR.LiuB., 2012 A comparative profile of the microRNA transcriptome in immature and mature porcine testes using Solexa deep sequencing. FEBS J. 279: 964–975. 10.1111/j.1742-4658.2012.08480.x22240065

[bib25] LiuQ.PanZ.WangX.WenpingH. U.RanD. I., 2014 Progress on major genes for high fecundity in ewes. Frontiers of Agricultural Science & Engineering 1: 282 10.15302/J-FASE-2014042

[bib26] LuoZ.LiuY.ChenL.EllisM.LiM., 2015 microRNA profiling in three main stages during porcine spermatogenesis. J. Assist. Reprod. Genet. 32: 451–460. 10.1007/s10815-014-0406-x25563581PMC4363228

[bib27] MakawiS. A.ElsharifB. A.BabikerE. A., 2007 Effect of Season on Freezability of Semen from Two Breed-Types of Desert Sheep in the Sudan. 6: 846–849.

[bib28] MiaoX.QinQ. L. X., 2015 Genome-wide transcriptome analysis of mRNAs and microRNAs in Dorset and Small Tail Han sheep to explore the regulation of fecundity. Mol. Cell. Endocrinol. 402: 32–42. 10.1016/j.mce.2014.12.02325573241

[bib29] MongrooP. S.RustgiA. K., 2010 The role of the miR-200 family in epithelial-mesenchymal transition. Cancer Biol. Ther. 10: 219–222. 10.4161/cbt.10.3.1254820592490PMC3040834

[bib30] Narayanan, A., 2012 Molecular Mechanisms of Wnt8a Regulation: Insights Into Vertebrate Mesoderm Development and Patterning. Doctoral Dissertation, Texas A&M University.

[bib31] PanD., 2007 Hippo signaling in organ size control. Genes Dev. 21: 886–897. 10.1101/gad.153600717437995

[bib32] PanQ.MengL.YeJ.WeiX.ShangY., 2017 Transcriptional repression of miR-200 family members by Nanog in colon cancer cells induces epithelial-mesenchymal transition (EMT). Cancer Lett. 392: 26–38. 10.1016/j.canlet.2017.01.03928163188

[bib33] PickeringN. K.DoddsK. G.BlairH. T.HicksonR. E.JohnsonP. L., 2012 Genetic parameters for production traits in New Zealand dual-purpose sheep, with an emphasis on dagginess. J. Anim. Sci. 90: 1411–1420. 10.2527/jas.2011-416322100586

[bib34] PramodR. K.SharmaS. K.KumarR.RajanA., 2013 Genetics of ovulation rate in farm animals. Vet. World 6: 833–838. 10.14202/vetworld.2013.833-838

[bib35] PrattS. L.CalcateraS. M., 2016 Expression of microRNA in male reproductive tissues and their role in male fertility. Reprod. Fertil. Dev. 29: 24 10.1071/RD1629328278790

[bib36] Ramayo-CaldasY.MachN.Esteve-CodinaA.CorominasJ.CastellóA., 2012 Liver transcriptome profile in pigs with extreme phenotypes of intramuscular fatty acid composition. BMC Genomics 13: 547 10.1186/1471-2164-13-54723051667PMC3478172

[bib37] RanM.ChenB.YinJ.YangA.JiangM., 2014 Advances in miRNA research related to testis development and spermatogenesis. Yi Chuan 36: 646–654. 10.3724/SP.J.1005.2014.064625076028

[bib38] SahinZ.SzczepnyA.MclaughlinE. A.MeistrichM. L.ZhouW., 2014 Dynamic Hedgehog signalling pathway activity in germline stem cells. Andrology 2: 267–274. 10.1111/j.2047-2927.2014.00187.x24574096PMC4119796

[bib39] SezenlerT.YildirirM.CeyhanA.YükselM. A.ÖnalA. R., 2011 The Effects of Body Condition Score and Age of Ewes on the Reproductive Performance in Kivircik, Sakiz and Gokceada Sheep. J. Anim. Sci. Adv. 1: 94–99

[bib40] SunX.WangY., 2003 Wnt signaling pathways in mammalian reproduction. Progress in Biochemistry & Biophysics 30: 180–184.

[bib41] TariqK.PengW.SacconeG.ZhangH., 2016 Identification, characterization and target gene analysis of testicular microRNAs in the oriental fruit fly Bactrocera dorsalis. Insect Mol. Biol. 25: 32–43. 10.1111/imb.1219626486729

[bib42] VendrellV.VázquezecheverríaC.LópezhernándezI.AlonsoB. D.MartinezS., 2013 Roles of Wnt8a during formation and patterning of the mouse inner ear. Mech. Dev. 130: 160–168. 10.1016/j.mod.2012.09.00923041177

[bib43] WangJ.LvQ.LiX.LiuY.LiuK., 2016 Post-transcriptional and translational regulation modulates gene co-expression behavior in more synchronized pace to carry out molecular function in the cell. Gene 587: 163–168. 10.1016/j.gene.2016.04.05527150569

[bib44] WangL.XuC., 2015 Role of microRNAs in mammalian spermatogenesis and testicular germ cell tumors. Reproduction 149: R127–R137. 10.1530/REP-14-023925352684

[bib45] Wang, W., M. Meng, Y. Zhang, C. Wei, Y. Xie *et al.*, 2014 Global transcriptome-wide analysis of CIK cells identify distinct roles of IL-2 and IL-15 in acquisition of cytotoxic capacity against tumor. BMC Medical Genomics, 7,1(2014–08–09) 7: 49.10.1186/1755-8794-7-49PMC413412225108500

[bib46] WengC.DongH.ChenG.ZhaiY.BaiR., 2012 miR-409–3p inhibits HT1080 cell proliferation, vascularization and metastasis by targeting angiogenin. Cancer Lett. 323: 171–179. 10.1016/j.canlet.2012.04.01022531314

[bib47] WrightG. W.SimonR. M., 2003 A random variance model for detection of differential gene expression in small microarray experiments. Bioinformatics 19: 2448–2455. 10.1093/bioinformatics/btg34514668230

[bib48] WuD.NiuX.TaoJ.LiP.LuQ., 2017a MicroRNA-379–5p plays a tumor-suppressive role in human bladder cancer growth and metastasis by directly targeting MDM2. Oncol. Rep. 37: 3502–3508. 10.3892/or.2017.560728498468

[bib49] WuJ.ZhuH.SongW.LiM.LiuC., 2014 Identification of conservative microRNAs in Saanen dairy goat testis through deep sequencing. Reprod. Domest. Anim. 49: 32–40. 10.1111/rda.1221723981187

[bib50] WuN.GaurU.ZhuQ.ChenB.XuZ., 2017b Expressed microRNA associated with high rate of egg production in chicken ovarian follicles. Anim. Genet. 48: 205–216. 10.1111/age.1251627781291

[bib51] WylieA. D.FlemingJ. A.WhitenerA. E.LekvenA. C., 2014 Post-transcriptional regulation of wnt8a is essential to zebrafish axis development. Dev. Biol. 386: 53–63. 10.1016/j.ydbio.2013.12.00324333179

[bib52] XieX.LiY. S.XiaoW. F.DengZ. H.HeH. B., 2017 MicroRNA-379 inhibits the proliferation, migration and invasion of human osteosarcoma cells by targetting EIF4G2. Biosci. Rep. 37: BSR20160542 10.1042/BSR2016054228381518PMC5434889

[bib53] YanN.LuY.SunH.TaoD.ZhangS., 2007 A microarray for microRNA profiling in mouse testis tissues. Reproduction 134: 73–79. 10.1530/REP-07-005617641090

[bib54] ZhangJ.QiangL.WeiZ.LiJ.ZhengL., 2010 Comparative profiling of genes and miRNAs expressed in the newborn, young adult, and aged human epididymides. Acta Biochim. Biophys. Sin. (Shanghai) 42: 145–153. 10.1093/abbs/gmp11620119626

[bib55] ZhangL.RenF.ZhangQ.ChenY.WangB., 2008 The TEAD/TEF Family of Transcription Factor Scalloped Mediates Hippo Signaling in Organ Size Control. Dev. Cell 14: 377–387. 10.1016/j.devcel.2008.01.00618258485PMC2292673

[bib56] ZhuZ.LiC.YangS.TianR.WangJ., 2016 Dynamics of the Transcriptome during Human Spermatogenesis: Predicting the Potential Key Genes Regulating Male Gametes Generation. Sci. Rep. 6: 19069 10.1038/srep1906926753906PMC4750114

How the deposited data were processed for this re-analysis (not part of the article)

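Small RNA and mRNA were measured in the left testes of 9 Small Tail Han rams, 3 at each of 2, 6 and 12 months of age, with 1 library of each kind per ram. The authors deposited 2 tables of whole-number counts, without normalization. The miRNA counts came from filtered reads that the authors mapped in turn to sheep miRBase, to the sheep genome and to human, rat and mouse miRBase. How the authors mapped and counted the mRNA reads is not named in the text of the paper. The RPKM and upper-quartile steps of the paper came after these counts. Ages and replicate numbers were taken from the library labels and the names of the rams in the paper. The number of value columns without a sample was 0. The numbers 1 to 3 recur at each age, but the rams are different animals, and the pairing by number comes from the labels alone.

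Counts were analysed in R 4.3.3 with edgeR 4.0.16. Upper-quartile scaling was used for miRNAs, after the paper, and TMM scaling for mRNAs. Features were kept by edgeR's filter by age, and the quasi-likelihood test was fitted to all 9 libraries of an assay, with contrasts between ages. Features were called DE at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change over 0.585 in either direction. Log2 CPM used a prior count of 0.5. Alternatives set before the data were examined were other scalings, DESeq2 1.42.0, the EB-Seq model, no filter on low counts, only the 6 libraries of the ages compared, the replicate number as a block, no fold-change threshold, adjustment over the known sheep miRNAs alone, and each ram left out in turn. The EB-Seq model was written from memory of the published method, with 5 rounds of expectation maximisation and the within-age variance divided by the number of rams, and was not compared with the package. Tables and exact permutation tests were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9.

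The tests were tested on simulated counts with the means and library sizes of these data and 200 changed features, drawn before the filter, at a log2 change of 2. With the spread fitted to these data, edgeR recovered 45.9% of the changed miRNAs and 0% of the changed mRNAs, DESeq2 recovered 60.8% and 50.3%, and the EB-Seq model 54.1% and 53.8%. In the mRNA simulation, 40.1% of DESeq2's calls and 78.1% of the calls of the EB-Seq model were false. These shares depend on the chosen 200 changed features and are not the false shares of the real calls. With no changed features, edgeR called 0 in both assays, and the EB-Seq model called 23 of 920 miRNAs and 409 of 14695 mRNAs. DESeq2 called 2 of these miRNAs and 27 of these mRNAs. At a dispersion of 0.05 edgeR recovered 100% of the miRNAs and 98.5% of the mRNAs.

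Library totals ranged from 295282 to 5710499 counts for miRNAs and from 8657609 to 10937143 for the genes of type mRNA. The shares of clean reads given here use the clean reads stated by the paper, which does not name the denominator of its own shares. The features named are those the paper names as DE or selected for qRT-PCR, the mRNAs legible in Figure 4, marker genes of testis cell types and epididymis listed before the data were examined, and the strongest changes past both thresholds, of which there were none in edgeR. Others were chosen after their values were seen and are introduced so. Target prediction, GO and pathway enrichment, the STEM program, qRT-PCR and luciferase data were not analysed here. The identity of a gene called in a fit that left out 1 ram is not reported here.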

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

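The size of the difference that makes an epididymis marker stand out, at least 10 counts and 10 times the next library, was chosen after the counts were seen, as were the limits by which the marker count was judged. The comparison with random gene lists was also added later. The marker list and the prediction that these genes rise together were set before.

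Genes that the paper does not discuss had a signal in the mRNA library of 12-month replicate 1 and almost none in the other libraries. The CPM in this library were 798 for ADAM7, 670 for AQP9, 338 for WFDC8, 159 for CRISP1, 121 for PATE1 and 4.51 for EDDM3B. The highest CPM in any other library was 0.577 for ADAM7, 0.430 for WFDC8, 0.215 for PATE1, 0.115 for AQP9, 0.080 for EDDM3B and 0 for CRISP1. GPX5, which the paper draws as rising at 12 months, had 274 counts in this library and at most 1 in any other, and ACPP had 124 counts and at most 1.

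A candidate explanation is RNA from epididymal tissue in this library. Of the 11 epididymis markers other than GPX5, 6 were at least 10 times higher in 12-month replicate 1 than in every other library. ADAM28, LCN9, CST8 and OVCH2 did not stand out there, and CST11 had 0 counts in every library, so it could not. The miR-200 family was also highest in this ram, and the lowest of its 3 ratios to the highest other library was 13.0. A comparison with 10000 random gene lists of similar expression placed the median gap of the marker list at percentile 52.0, with a median log2 gap of -0.76. That comparison is void, because only 3 of the 11 markers passed the filter on low counts. The 12-month-old rams did not rise alike, so age alone does not give this pattern, but whether epididymal tissue was taken with the testis, or gene activity in this testis differed, was not tested further. The pattern stays a hypothesis.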

How the results depend on the processing

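The counts of DE features in edgeR were 0 in each comparison and stayed 0 with TMM in place of upper quartile or the reverse, total-count scaling, only the 6 libraries of the ages compared, no fold-change threshold, adjustment over the known sheep miRNAs alone, and all gene types in the mRNA table (the last chosen after seeing the data). With the replicate number as a block the counts were also 0. At an unadjusted p-value under 0.05, edgeR gave 63, 97 and 47 miRNAs and 608, 1025 and 399 mRNAs between 2 and 6, 6 and 12, and 2 and 12 months.

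With DESeq2's Wald test, 9, 3 and 1 mRNAs passed (union 11), 8 and 3 miRNAs outside sheep miRBase in 6 vs 12 and 2 vs 12 months (union 9), and 0 known sheep miRNAs (2, 5 and 9 unadjusted). DESeq2 gave no p-value for 4 of the 112 known sheep miRNAs, oar-miR-200a and oar-miR-200b among them, for 13 miRNAs in all and for 234 mRNAs, so these could not be called. On simulated mRNAs without changes DESeq2 called 27, more than the 9, 3 and 1 found here. Named after their values were seen, the mRNAs were ELN, SCIN and STAR in 6 vs 12 months and STAR in 2 vs 12 months, and the 2 vs 12 miRNAs were mmu-miR-3968, hsa-miR-6820-3p and a genome-predicted miRNA matching rno-miR-145-5p. Under the EB-Seq model the mRNA counts were 472, 160 and 33 (union 645), the known sheep miRNAs 2 and 3 in 2 vs 6 and 6 vs 12 months, and the other miRNAs 53, 115 and 14 (union of miRNAs 141). Without the filter on low counts edgeR called 1, 4 and 4 known sheep miRNAs and 5, 37 and 37 others (union 50), and 0 mRNAs (690, 1217 and 555 unadjusted). The 4 known miRNAs were oar-miR-10a, oar-miR-200a, oar-miR-200b and oar-miR-200c in both comparisons. Without the filter, upper-quartile scaling was taken over 7131 miRNAs in place of 969. In 2 vs 6 months the log2 fold changes of oar-miR-379-5p, oar-miR-409-3p and oar-miR-409-5p were then -1.35, -1.67 and -1.32. With the filter they were -0.53, -0.87 and -0.53, so fold changes moved along with the calls. The cause of these differences was not tested.

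Across the fits that each left out 1 ram, the mRNA count in 2 vs 6 months and the mRNA union went from 0 to 1, and all other counts stayed at 0. Pairs of Figure 4 with a negative correlation past adjustment numbered from 2 to 46 when each ram was left out, against 48, and 0 with Spearman's rho or with deviations from the age means (27 and 31 unadjusted). Deviations from the age means allow only 216 orders, so the 0 there does not show that the relation is absent within ages. Values on CPM that were not logged gave 42 and other scaling 44. Pairs with the directions of the figure went from 66 to 72.

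The log2 fold changes of oar-miR-200a and oar-miR-200c in 2 vs 12 months reversed to -1.0 and -1.44 without 12-month replicate 1, and ranged from -1.0 to 7.59 and from -1.44 to 7.32 over the 6 fits that each left out 1 ram. Log2 fold changes were compared across the alternatives only for the known sheep miRNAs that the paper names as DE, WNT8A, GRIK5 and LOC101112445. Of these no other reversed, and those past the thresholds under some alternative were oar-miR-200c in 2 vs 6 months and oar-miR-200a, oar-miR-200b and oar-miR-200c in 2 vs 12 months without the filter, and WNT8A under the EB-Seq model. For the remaining named features only the calls were counted. Of the miRNAs chosen for qRT-PCR outside sheep miRBase, hsa-miR-6820-3p was called by DESeq2 and the EB-Seq model, hsa-miR-3615 by the EB-Seq model, and hsa-miR-3529-5p and mmu-miR-182-3p without the filter. Of the 63 mRNAs legible in Figure 4, WNT8A included, the EB-Seq model called 46.

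The alternatives set for profile 5 and the use of DE features alone for library similarity had nothing to act on with edgeR's calls, since its union was empty. With the features of the EB-Seq model, chosen after seeing the data, profile 5 held 293 mRNAs and 64 miRNAs. It held 297 and 66 with a prior count of 2, 275 and 68 with CPM not logged, and 64 and 43 with the median in place of the mean. Rams were not left out in turn for these profiles. The most similar library was of the same age for 5 mRNA and 3 miRNA libraries, against 1 and 1 over all features.

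Depth limits the miRNA results in the shallowest libraries, where 3 counts amount to 10.2 CPM. In simulations with the spread of these data edgeR recovered 45.9% of miRNAs with a log2 change of 2, but 0% of such mRNAs, so edgeR's count of 0 for mRNAs does not rule out changes of this size.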

Differences from the paper's values

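The paper reports 630, 322 and 102 DE mRNAs between 2 and 6, 6 and 12, and 2 and 12 months and 955 in total. These come from the authors' earlier publication, and the paper's text gives no test or thresholds for them. The thresholds used here are those given for miRNAs, so a match or a gap may come from unlike thresholds. The edgeR counts were 0, 0, 0 and 0, against 608, 1025, 399 and 1651 at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, the EB-Seq model gave 472 mRNAs in 2 vs 6 months and a union of 645, within 1.5 times of the paper's values. It gave 160 and 33 in the other comparisons, which stay apart from the paper's. No other alternative closed any of these gaps.

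The paper's counts of DE known sheep miRNAs are 5, 1 and 4, and the edgeR counts were 0, 0 and 0 (1, 5 and 12 unadjusted). Without the filter on low counts there were 4 in 2 vs 12 months, the paper's number, and 1 and 4 in the comparisons before it, which differ. The 4 were oar-miR-10a, oar-miR-200a, oar-miR-200b and oar-miR-200c. The paper's network for 2 vs 12 months draws oar-miR-758-3p and not oar-miR-10a, so the number matches but the set does not. The miR-200 calls also rest on 12-month replicate 1, with 29744 counts of oar-miR-200a against 38 and 275 in the other 12-month-old rams. No alternative closed the gap in 2 vs 6 or 6 vs 12 months. For the other miRNAs the paper's counts are 132, 105 and 24, and the edgeR counts were 0, 0 and 0 (62, 92 and 35 unadjusted). The EB-Seq model gave 115 in 6 vs 12 months, within 1.5 times of the paper's 105, and 53 and 14 in the other comparisons, which differ. The paper's union of 211 DE miRNAs compares with 0 in edgeR (148 unadjusted) and 141 under the EB-Seq model, which is within 1.5 times. The other alternatives closed none of these gaps.

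Profile 5 holds about 320 mRNAs and about 97 miRNAs in Figure 1, read by eye, and 0 and 0 features called by edgeR. The alternatives set before the data were examined had no edgeR calls to act on. With the calls of the EB-Seq model, chosen after seeing the values, it held 293 mRNAs, within 1.5 times, and 64 miRNAs, which is not. Among these calls it held 297 mRNAs and 66 miRNAs with a prior count of 2 and 275 mRNAs and 68 miRNAs with CPM not logged, all within 1.5 times, and 64 mRNAs and 43 miRNAs with the median, neither within 1.5 times.

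The paper lists oar-miR-379-5p, oar-miR-409-3p, oar-miR-495-3p, oar-miR-665-3p, oar-miR-23b and oar-miR-758-3p among its DE known sheep miRNAs, and names oar-miR-409-5p where its network has oar-miR-409-3p. None of these 7 was called in any setting run. Without the filter on low counts edgeR called oar-miR-200c in 2 vs 6 months and oar-miR-200a, oar-miR-200b and oar-miR-200c in 2 vs 12 months, as the paper does. The known miRNAs called by the EB-Seq model were oar-miR-539-3p and oar-miR-541-5p in 2 vs 6 months and oar-miR-323a-3p, oar-miR-539-3p and oar-miR-99a in 6 vs 12 months, none of which the paper names. WNT8A in 2 vs 6 months was called only by the EB-Seq model, with a posterior of 0.00564 against an adjusted p of 0.566 in edgeR's quasi-likelihood test. That model called 46 of the 63 mRNAs legible in Figure 4, and no other setting called any. GRIK5 and LOC101112445 were called by none. Of the miRNAs outside sheep miRBase chosen for qRT-PCR, hsa-miR-6820-3p was called by DESeq2 and the EB-Seq model in 6 vs 12 and 2 vs 12 months, hsa-miR-3615 by the EB-Seq model in 6 vs 12 months, and hsa-miR-3529-5p (2 vs 6 and 6 vs 12 months) and mmu-miR-182-3p (6 vs 12 and 2 vs 12 months) without the filter on low counts. The paper draws GPX5 and ACPP as rising at 12 months, and the mean CPM rose from 0.027 to 11.5 and from 0 to 5.18, with the rise in 12-month replicate 1 alone. PROM2 and C24H16orf89, drawn the same way, had 492 and 230 CPM in that library and at most 1.30 and 0.239 CPM in any other, so 4 of the 5 mRNAs drawn with oar-miR-758-3p rest on it.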

Other observations

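Tests with the EB-Seq model, among them the depth test, and all tests of exchanged labels were chosen only after the results of edgeR and the library values were seen.

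The splits of the libraries were counted as follows. Each comparison has 10 splits of its 6 libraries into 3 and 3, of which 4 part all same-numbered rams, the real split included; the other 6 part only 1 such pair. With edgeR all 4 of the 4 gave as many DE features as the ages, because the ages gave 0, in every comparison of both assays (63, 97 and 47 miRNAs and 608, 1025 and 399 mRNAs unadjusted). With the EB-Seq model, 2, 1 and 2 of the 4 splits gave as many miRNAs as the real split between 2 and 6, 6 and 12, and 2 and 12 months, and 2, 1 and 3 gave as many mRNAs. Over all 10 splits, the real split included, the numbers were 3, 2 and 4 for miRNAs and 2, 2 and 4 for mRNAs. The highest mRNA count of another split was 1561, 967 and 5813, against 472, 160 and 33 for the ages. With 10 splits the share is never under 0.1, so these counts cannot separate age from other groupings.

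The spermatid markers did not follow age in every ram. Their mean log2 CPM over 12 genes was 8.64, 2.12 and 4.59 in the 2-month-old rams, 8.80, 9.42 and 8.88 in the 6-month-old rams, and 8.73, 8.87 and 2.09 in the 12-month-old rams. The library labelled 2-month replicate 1 lay 4.05 above the nearest library of its age, and the library labelled 12-month replicate 3 had a gap of -6.64. The markers of meiotic cells were 6.07, 4.74 and 5.52 at 2 months, 5.69, 6.06 and 6.02 at 6 months, and 5.29, 5.96 and 5.46 at 12 months. A hypothesis is that a sample whose germ cell content differs from its age may widen the spread within 2 and 12 months. The prediction, written before the data were examined, was that both marker sets of such a library lie outside the range of its age. For 2-month replicate 1 both did. For 12-month replicate 3 the spermatid markers did and the meiotic markers did not. Of 3 libraries the highest and the lowest always lie outside the others, and no size of gap was set beforehand, so these gaps do not decide the question. The 2 vs 12 month comparison had the fewest calls under the EB-Seq model and the fewest mRNAs under DESeq2 (9, 3 and 1), but not the fewest miRNAs there (0, 8 and 3). edgeR gave 0 in every comparison, from which no order can be read, and had the fewest features at an unadjusted p-value under 0.05 in 2 vs 12 months (47 miRNAs and 399 mRNAs). The known sheep miRNAs among these ran the other way (1, 5 and 12), and without the filter on low counts edgeR called 6, 41 and 41 miRNAs, so 2 vs 12 months did not have the fewest there.

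A mislabelled sample could give the same marker values. Of the 10 splits of the 2- and 12-month-old libraries, edgeR called features in only 1, the split that exchanges the libraries labelled 2-month replicate 1 and 12-month replicate 3, with 4277 mRNAs and 60 miRNAs. The other 9 gave 0. Unadjusted, the ages as labelled had 399 mRNAs and 47 miRNAs and the exchanged split 6369 and 241. The split of 2-month replicates 1 and 3 with 12-month replicate 2 against the others had 3406 and 184, and 1875 mRNAs under the EB-Seq model, so the exchange is not the only split with many. The exchanged split was singled out after the marker values were seen, and a split made along a marker difference is bound to give calls. The mRNA correlation of 12-month replicate 3 with 2-month replicate 2 exceeded that of 2-month replicates 2 and 3 by 0.068, and the miRNA correlation by 0.030. Of the Leydig cell markers, looked at after their values were seen, STAR, CYP11A1 and CYP17A1 were lower in every 12-month-old ram than in every 2-month-old ram as labelled. The CPM of STAR were 7.82, 6.85 and 15.6 at 2 months and 0.627, 0.645 and 1.45 at 12 months, ranges that would overlap with the labels exchanged. The other 5, INSL3, LHCGR, NR5A1, HSD17B3 and HSD3B1, were higher in 12-month replicate 3 (276, 6.49, 24.0, 54.2 and 10.6 CPM) than in 2-month replicate 1 (111, 3.70, 10.1, 43.6 and 7.50 CPM), against the order of the other rams. So were the Sertoli cell markers SOX9, INHA, FSHR, GATA4 and CLDN11, with 283 against 158 CPM for INHA. A 12-month-old testis without spermatids together with an early maturing 2-month-old testis could give such values, so the explanations cannot be told apart, and the labels were used as given throughout.

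Sequencing depth was weighed for the smaller number of DE features in 2 vs 12 than in 2 vs 6 months under the EB-Seq model. Reads were drawn down to 295282 counts per miRNA library and 8657609 per mRNA library in 5 draws. For mRNAs, 5 of 5 draws kept fewer calls in 2 vs 12 than in 2 vs 6 months, and 5 of 5 kept the order of all 3 comparisons, so a difference in sequencing depth between ages is not needed for that order of calls. With 200 changed mRNAs simulated, 78.1% of the calls of this model were false, a share that depends on that number. The order of calls is therefore not an order of known changes. On unchanged mRNAs simulated at this depth, false calls numbered 314 to 370, 317 to 351 and 290 to 381 in the 3 comparisons. The drawn counts were 490 to 510, 159 to 174 and 28 to 30. Those of 6 vs 12 and 2 vs 12 months therefore lie below what unchanged mRNAs gave. The simulation drew each gene independently with the same spread at every age. In the real mRNA libraries, correlations within an age ran from 0.671 to 0.903 at 2 months and from 0.954 to 0.970 at 6 months. Counts above or below the simulated ones therefore do not show whether changes are real. For miRNAs, 5 of 5 draws also kept fewer calls in 2 vs 12 than in 2 vs 6 months, but 0 of 5 kept the order of all 3. The drawn miRNA counts were 18 to 22 in 2 vs 6 months and 11 to 18 in 6 vs 12 months. In 2 vs 12 months they were 2 to 7. On unchanged miRNAs simulated at the same depth this model made 9 to 13, 8 to 21 and 9 to 12 false calls, respectively. The 2 vs 6 counts lie above these, the 6 vs 12 counts overlap with them and the 2 vs 12 counts lie below them. The simulated miRNAs were also drawn independently with the same spread at every age, so these positions do not show real changes. A difference in depth between ages is thus not needed for fewer miRNA calls in 2 vs 12 than in 2 vs 6 months. The place of 6 vs 12 months changed with depth, so it cannot be told apart from a difference in depth. With so many false calls in the simulation, the order of the miRNA counts does not show real changes.

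The share of clean reads on known sheep miRNAs was 11.1% and 10.7% in the libraries labelled 2-month replicate 2 and 12-month replicate 3, which had the lowest spermatid markers, 2.12 and 2.09. It was 7.31% in 12-month replicate 1 with a spermatid mean of 8.73. No test was made of this relation.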
